# Age-Dependent Inflammatory Microenvironment Mediates Alveolar Regeneration

**DOI:** 10.3390/ijms25063476

**Published:** 2024-03-20

**Authors:** Rui Quan, Chenhong Shi, Bing Fang, Yanan Sun, Taiqi Qu, Xifan Wang, Ran Wang, Yiran Zhang, Fazheng Ren, Yixuan Li

**Keywords:** proliferation, differentiation, inflammation, AT2, alveolar regeneration

## Abstract

Lung aging triggers the onset of various chronic lung diseases, with alveolar repair being a key focus for alleviating pulmonary conditions. The regeneration of epithelial structures, particularly the differentiation from type II alveolar epithelial (AT2) cells to type I alveolar epithelial (AT1) cells, serves as a prominent indicator of alveolar repair. Nonetheless, the precise role of aging in impeding alveolar regeneration and its underlying mechanism remain to be fully elucidated. Our study employed histological methods to examine lung aging effects on structural integrity and pathology. Lung aging led to alveolar collapse, disrupted epithelial structures, and inflammation. Additionally, a relative quantification analysis revealed age-related decline in AT1 and AT2 cells, along with reduced proliferation and differentiation capacities of AT2 cells. To elucidate the mechanisms underlying AT2 cell functional decline, we employed transcriptomic techniques and revealed a correlation between inflammatory factors and genes regulating proliferation and differentiation. Furthermore, a D-galactose-induced senescence model in A549 cells corroborated our omics experiments and confirmed inflammation-induced cell cycle arrest and a >30% reduction in proliferation/differentiation. Physiological aging-induced chronic inflammation impairs AT2 cell functions, hindering tissue repair and promoting lung disease progression. This study offers novel insights into chronic inflammation’s impact on stem cell-mediated alveolar regeneration.

## 1. Introduction

Chronic lung diseases have emerged as the third leading cause of mortality worldwide, with advancing age serving as a significant predisposing factor in the pathogenesis and progression of diverse pulmonary ailments [1,2]. Empirical evidence derived from epidemiological inquiries reveals an overwhelming predominance of pneumonia-related deaths among elderly individuals aged 65 years and older, accounting for approximately 85% of such cases. In contrast, the younger demographic below 45 years contributes a mere 3% [3]. Furthermore, research indicates that individuals aged 80 years and older infected with SARS-CoV-2 have a mortality rate over 20 times higher than their counterparts over 50 years old [4]. Evidently, the aging process results in a progressive deterioration in pulmonary functionality, increasing vulnerability to lung diseases while compromising the protective barriers of the lung tissue.

The lungs, being the largest organ by surface area in the human body [5], are critical for gas exchange. Lung function peaks between 18 and 25 years of age and remains stable until around 35 years old. However, subsequent to this period, the progressive aging process gives rise to noticeable alterations in the lungs’ tissue structure, gas exchange function, and immune response mechanisms [6]. The alveolus, the smallest unit responsible for gas exchange in the lungs, consists of a monolayer of epithelial cells. It serves as a critical site for gas exchange between inhaled air and circulating blood while acting as a protective barrier against harmful substances like pathogens, particulate matter, and other foreign materials [7]. However, with aging, the protective function of this pulmonary epithelial barrier gradually declines, resulting in reduced responsiveness to environmental stressors. Aging lung tissue exhibits progressive damage and the infiltration of inflammatory cells, accompanied by increased secretion of Senescence-Associated Secretory Phenotype (SASP) and inflammatory factors and the destruction of the alveolar structure. Therefore, effective alveolar regeneration to repair and maintain barrier integrity is crucial for preventing age-related lung diseases.

The epithelial structure is a crucial factor in maintaining alveolar regeneration. The alveolar epithelium principally comprises two distinct cell types: type I alveolar epithelial cells (AT1) and type II alveolar epithelial cells (AT2) [8]. AT1 cells, characterized by their large and flat squamous morphology, span more than 95% of the alveolar surface, providing an expansive area conducive to efficient gas exchange. Meanwhile, AT1 cells are also the most vulnerable target cells in lung injury and aging. Remarkably, AT1 cells themselves lack the capacity for proliferation. Conversely, AT2 cells serve as stem cells with differentiating capabilities, and their differentiation into AT1 cells is crucial for regenerating epithelial structures. Normally, the bulk of AT2 cells remain quiescent, exhibiting limited regenerative potential [9]. However, in response to injury signals, AT2 stem cells undergo differentiation and proliferation, ultimately transitioning into AT1 cells to restore the damaged alveolar epithelium [10]. Previous research revealed that in a bleomycin-induced lung injury model, 12-month-old mice exhibited more severe damage to the alveolar epithelium compared to 3-month-old mice, and during a 63-day observation period, their capacity for alveolar self-repair was weaker than that of the 3-month-old mice [11]. Aging-related apoptosis, depletion, and the dysfunction of AT2 cells directly impair lung repair and regeneration. The proliferation and differentiation of AT2 cells are critical indicators of alveolar epithelial repair and must be precisely regulated to maintain alveolar integrity and efficient repair [12,13]. The disruption of this equilibrium may result in grave pulmonary ailments. The robust vitality and differentiation capacity of AT2 cells are essential for maintaining a sufficient supply of AT1 cells.

As research on AT2 cells progresses, we are uncovering various factors that can impact their self-renewal and differentiation capabilities, including oxidative stress [14], telomere damage [15], and mechanical tension [16], among others. The influence of chronic inflammation resulting from natural aging on the stemness of AT2 cells is increasingly under scrutiny. Chronic inflammation is a persistent state of inflammation that causes tissue damage and may affect stem cell function through multiple pathways. However, it is currently unclear how aging reshapes the microenvironment of lung stem cells and whether the inflammation response induced by aging is a key factor in inhibiting the regeneration of epithelial structures.

In this study, we systematically studied dynamic changes in the quantity, structure, and function of alveolar epithelial cells from lung maturation to senescence, employing a naturally aging mouse model. Additionally, we utilized transcriptomics to further explore the potential factors influencing AT2 function, uncovering a correlation between inflammatory factors and the proliferative and differentiating capabilities of AT2 cells during the aging process. Our study contributes to a comprehensive understanding of the impact of inflammation on alveolar regeneration, offering new insights and directions for delaying or treating age-related chronic pulmonary diseases through systemic inflammation modulation strategies.

## 2. Results

### 2.1. During Lung Aging, the Alveolar Epithelial Layer Sustained Damage

To investigate alveolar structural alterations, we conducted comprehensive histopathological examinations of lung lobes using HE staining. As shown in Figure 1a, young mice at 3 m and 6 m exhibited a greater abundance of intact alveoli and a more widespread distribution of alveolar epithelial cells. Conversely, adult mice at 12 m demonstrated significant reductions in the numbers of alveoli and alveolar epithelial cells. Certain alveolar walls ruptured, leading to the merging of adjacent alveoli into larger structures. In middle-aged mice at 18 m, pronounced alveolar collapse was observed, accompanied by a disrupted alveolar epithelium and thickened alveolar septa. Localized alveolar cavities exhibited mild infiltration of red blood cells and inflammatory cells. As the mice reached an elderly state at 24 m and 28 m, the structure of the alveolar epithelium became unrecognizable, with inflammatory cells, red blood cells, and fibrous exudates accumulating within the alveolar cavities, causing blockages or displaying cuff-like structures.

Next, we utilized a transmission electron microscope (TEM) to further examine the alterations in the microstructure of the alveolar epithelial layer during the aging process. Our observations revealed that the structure of the 3 m AT1 cells was intact, with clear cell nuclei, prominent nucleoli, numerous heterochromatin masses, and a clustered distribution (Figure 1b). However, the 28 m AT1 cells exhibited a soybean-shaped appearance with a smaller volume compared to the 3 m cells. Additionally, the cell nuclei became elliptical, the heterochromatin decreased, the cytoplasm became thinner, and the cytoplasmic structure was disrupted or even partially absent. In addition, we observed intact microvilli structures on the surfaces of 3 m AT2 cells, characterized by round cell nuclei and prominent nucleoli. The cytoplasm exhibited abundant mitochondria and onion-like lamellar bodies (Figure 1b), indicating that these cells are metabolically active, display vigorous growth, and are generally healthy. However, in the 28 m AT2 cells, the microvilli significantly decreased or disappeared. The overall cell structure became disorganized, with mostly emptied lamellar bodies and a notable reduction in cytoplasmic mitochondria. Additionally, aging AT2 cells exhibited irregularly shaped nuclei with condensed chromatin arranged along the nuclear membrane, forming blocks of various sizes. Furthermore, spherical myelin-like bodies appeared in the cytoplasm, potentially associated with cellular autophagy. In conclusion, age-related structural modifications in the alveolar epithelial layer inevitably impair the gas exchange function of the lungs.

### 2.2. The Number of Alveolar Epithelial Cells Decreased during the Lung Aging Process

In this study, we performed immunofluorescence staining using specific antibodies (Aqp5 and Prospc) to assess changes in the numbers of AT1 and AT2 cells during lung aging. The results from Figure 1c indicate a significant decrease in both the green fluorescence of AT1 cells and the red fluorescence of AT2 cells with aging. We utilized ImageJ software version 1.53 to measure the average fluorescence intensity of these cells within a defined area. Our analysis revealed that the number of alveolar epithelial cells remained stable at 3 m and 6 m of age. However, declines in the numbers of AT1 and AT2 cells were observed from 12 m to 28 m. Throughout the aging process (from 3 m to 28 m), the fluorescence intensity of the AT1 cells decreased by 28.1%, while the fluorescence intensity of the AT2 cells decreased by 72.2%. The ratio of AT1 fluorescence intensity to AT2 fluorescence intensity showed an increasing trend, with a 1.68% rise from 3 m to 28 m. These findings suggest that the decline in the number of AT2 cells outpaced that of the AT1 cells, directly impacting the regenerative capacity of the damaged alveoli.

Moreover, we quantified the mRNA levels of surface-specific proteins on alveolar epithelial cells to further evaluate the quantities of AT1 and AT2 cells. Our results revealed age-dependent declines in the expression levels of the proteins *Aqp5*, *Hopx*, *Pdpn*, and *Igfbp2* on the surfaces of AT1 cells (Figure 1d–g). As illustrated in the figures, a conspicuous discrepancy was discernible beginning from the 12 m group, with a substantial reduction in the expression of these genes relative to the 3 m group. This precipitous decline persisted until 24 m, whereupon it stabilized until 28 m. It is significant that a notable contrast was evident between the 24 m and 28 m groups compared to the 3 m group. An intriguing observation revealed a pronounced decline in the expression levels of the *Sftpb*, *Sftpc*, and *Sftpd* genes (which were highly expressed in AT2 cells from 3 m to 12 m). This trend experienced a temporary reversal at 18 m before transitioning to a sustained, age-dependent decrease from 18 m to 28 m (Figure 1h–j). Notably, a markedly significant disparity was evident between the 28 m group and the 3 m group. We further conducted protein-level detections of Aqp5, HOPX, and RAGE (AT1 cells), as well as SFTPC (AT2 cells), yielding similar results to those obtained at the mRNA level (Figure 1k).

### 2.3. The Self-Proliferative and Differentiating Capacities of Alveolar Epithelial Cells Declined during Lung Aging

To assess changes in the proliferative capacity of AT2 cells during the aging process, we performed immunofluorescence staining on lung tissues. As depicted in Figure 2a,b, the proportion of Ki67^+^ AT2 cells exhibited a decreasing trend from 3 m to 12 m. In the 3 to 6 m period, AT2 cells undergo proliferation to accommodate the demand for alveolar amplification. From 6 to 12 m, lung tissue development transitions to the main feature of alveolar enlargement. Interestingly, we observed a temporary rise in the proportion of Ki67^+^AT2 cells at 18 m, indicating that AT2 cells attempt to promote alveolar regeneration through self-proliferation. Subsequently, from 18 to 28 m, there was a consistent decline in AT2 cell proliferation, suggesting a notable reduction in their regenerative capacity in aging lung tissue.

The differentiation capacity of AT2 cells plays a critical role in the restoration of the alveolar epithelial layer. To investigate alterations in this differentiation ability during the aging process, we extracted and cultured primary AT2 cells in vitro. Figure 2c demonstrates that throughout the process of AT2 to AT1 differentiation, the expression of Prospc gradually decreased in the AT2 cells simultaneous to the initiation of Aqp5 expression. Co-staining these markers confirmed that the cells were differentiating and expressing proteins characteristic of both AT1 and AT2 cells. On the 7th day, the highest number of AT1 cells derived from 3 m and 6 m AT2 cells was observed, forming a continuous patch of green fluorescence. By contrast, in the 18 m age group, the distribution of AT1 cells appeared more sparse, and only a limited number of AT2 cells retained their differentiation capacity in the 24 m and 28 m age groups. The number of AT2 cells differentiating into AT1 cells significantly varied across different age groups, exhibiting an age-dependent decline (Figure 2d). Notably, a significant reduction was observed at 24 m and 28 m, indicating a pronounced decrease in the differentiation ability of aging AT2 cells. Moreover, microscopy showed that younger cells had larger nuclei than older cells, with 18 months being a significant age threshold (Figure 2c). This can be attributed to the higher metabolic activity of younger cells, which require more protein and RNA synthesis for growth and differentiation, compared to aging cells that have a slower metabolism, leading to reduced functionality and an impaired ability to synthesize biological molecules. Additionally, older cells may be more susceptible to apoptosis, resulting in a smaller nucleus size.

### 2.4. Inflammatory Signaling in AT2 Cells Was Activated during Pulmonary Aging Process

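AT2 cells, the cuboidal cells that make surfactant and renew the alveolar epithelium, were sorted from the lungs of 3 m and 24 m mice, and *Sftpc*, which encodes surfactant protein C, was the most abundant transcript of every library. It was at 94097 ± 43929.7 CPM at 3 m and 87054 ± 4357 CPM at 24 m (mean ± SD, n = 3 libraries per age), where CPM is the count scaled to the TMM-normalized total of the library. There were 6 libraries, 3 biological replicates at each age, and each replicate was a pool of lung cells from several mice. The 3 m libraries held 30840965, 30383499 and 30108093 counts, and the 24 m libraries held 28827930, 29267682 and 32394985 counts. At least 1 count was found for 16356, 13430 and 17645 genes in the 3 m libraries, and for 17535, 17531 and 21836 genes in the 24 m libraries. For what the authors did with the reads, the submitters' processing notes name the aligner HISAT2, the counting program featureCounts, the build GRCm39 and DESeq2, with no versions. The deposited table lists a count and an FPKM value for 24224 genes in each library, and the counts were used here. Counts were scaled by the TMM method of edgeR, low counts were removed with its filterByExpr function, and the 24 m libraries were compared with the 3 m libraries by edgeR's quasi-likelihood test on the 14899 genes left. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change above 1 in size, where the lines of Figure 3c lie. The filter and the test could change the number of called genes, so DESeq2 was run on the same counts and its adjusted p is given beside that of edgeR where the 2 tools differ in a call.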

To investigate the factors affecting AT2 function during pulmonary aging, we carried out the flow cytometry-based isolation of primary AT2 cells from 3 m and 24 m mice, followed by a transcriptomic analysis. A PCA was conducted on the transcriptome data of AT2 cells from both age groups. 

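The library that lay farthest from the rest was replicate 2 at 3 m, which differed from the other 3 m libraries in abundant AT2 transcripts. In this library *Sftpc* was at 51358 CPM, against 139127 and 91805 CPM in replicates 1 and 3. *Lamp3*, a lamellar body protein, was at 9551 CPM, against 4228 and 3420.3 CPM, and *Scd1*, a desaturase of fatty acid synthesis, was at 46397 CPM, against 17472 and 22518 CPM. The same library had a count of 0 for 693 genes that had at least 20 counts in each of the other libraries, where each of the others had 0 to 15 such genes. Its mitochondrially encoded transcripts made up 5.62% of the counts, against 2.73% and 2.29% in the other 3 m libraries. In a PCA on log2 CPM of the 14899 genes, with a prior count of 1, PC1 held 61.1% and PC2 held 16.8% of the variance, together 77.9%. Replicate 2 at 3 m lay at 245 on PC1, and the other 5 libraries lay between -78.2 and -17.2. Without this library PC1 and PC2 held 68.1% of the variance.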

As illustrated in Figure 3a, both PC1 and PC2 contributed cumulatively to 82.52% of the total variance, indicating that they encapsulate the majority of sample information. Moreover, the non-overlapping distribution of the data points corresponding to the two groups in the PCA plot suggests distinct gene expression patterns that can be effectively distinguished. 

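*Sftpb*, which encodes surfactant protein B, was at 28636 ± 5255 CPM at 3 m and 22775 ± 1179.9 CPM at 24 m (SD, n = 3 libraries), and every 24 m library was below every 3 m library. *Sftpd*, which encodes the collectin surfactant protein D, was at 3199 ± 1588 CPM at 3 m and 5009 ± 378 CPM at 24 m, with every 24 m library above every 3 m library. Neither passed the test (adjusted p = 0.830 and 0.828 from edgeR's quasi-likelihood test, 0.668 and 0.628 from DESeq2). Over the genes tested, 2257 (15.1%) had ages that did not overlap, where chance gives 10% for 3 libraries against 3. On PC1 the 24 m libraries lay at -69.4, -78.2 and -49.8 and the 3 m libraries at -17.2, 245 and -30.5, so that the ages did not overlap (exact permutation test, two-sided p = 0.1, the smallest p that 3 against 3 allows). On PC2 the ages overlapped, at -106, 24.1 and -36.7 for 3 m and 41.7, 74.4 and 2.80 for 24 m (exact permutation test, two-sided p = 0.2). Without replicate 2 at 3 m, PC1 held 44.2% of the variance and parted the ages, and PC2 held 23.9% and did not.

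**Figure D1:**
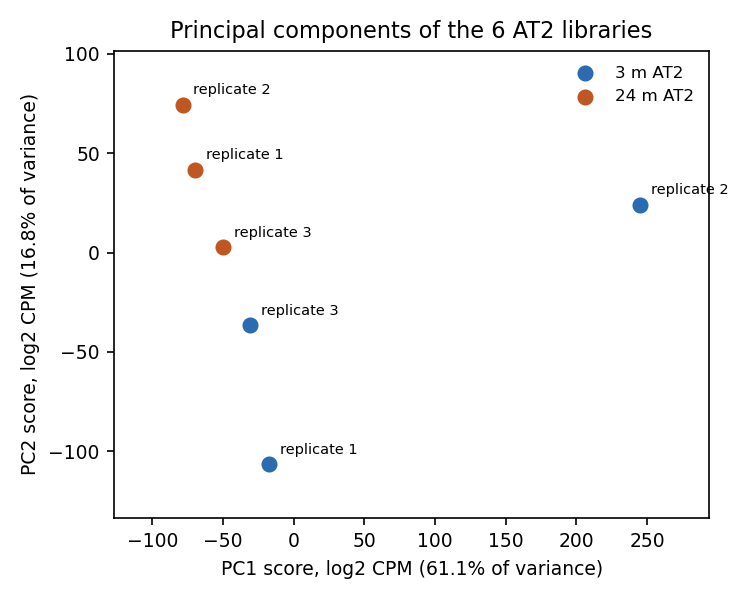
Scores of the 6 AT2 libraries on PC1 (horizontal axis, 61.1% of the variance) and PC2 (vertical axis, 16.8% of the variance) of log2 CPM, with 1 point per library, 3 m in blue and 24 m in orange. Replicate 2 at 3 m sits at 245 on PC1, and the other 5 libraries sit between -78.2 and -17.2.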

Subsequently, a clustered heatmap was generated to visualize the gene expression profiles of the 3 m and 24 m AT2 cells (Figure 3b). 

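Genes that part the ages were found on both sides. *Areg*, which encodes amphiregulin, a ligand of the epidermal growth factor receptor, was at 30.2 ± 8.19 CPM at 3 m and 69.0 ± 11.6 CPM at 24 m (SD, n = 3 libraries). *Stk26*, a serine/threonine kinase, was at 18.7 ± 15.2 CPM at 3 m and 2.88 ± 0.175 CPM at 24 m, and *Mfap1b*, a paralog of a splicing factor that may share reads with *Mfap1a*, was at 27.9 ± 1.71 CPM at 3 m and 12.8 ± 1.65 CPM at 24 m. DESeq2 called the first higher and the other 2 lower at 24 m (adjusted p = 0.0200, 0.00111 and 0.0104), and edgeR did not (adjusted p = 0.410, 0.320 and 0.410). Over the 236 genes called by DESeq2 that edgeR also tested, average-linkage clustering on 1 minus Pearson's r of log2 CPM placed the 3 m libraries in 1 group and the 24 m libraries in the other. These genes were chosen for a difference between the ages, so the split is not independent evidence of one. Over all 14899 genes, 2 groups were replicate 2 at 3 m and the other 5 libraries. That library had an r across genes of 0.823 and 0.834 with the other 3 m libraries and 0.794, 0.776 and 0.846 with the 24 m libraries. The mean r of replicates 1 and 3 at 3 m was 0.871 and 0.876 with their age mates, which include it, and 0.892 and 0.913 with the 24 m libraries, and with 3 groups, replicate 3 at 24 m fell with them. Genes are not independent replicates.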

The conspicuous partition of gene expression patterns between the two groups underscores significant disparities in the gene expression profiles of AT2 cells from young and aged mice.

Subsequently, we utilized volcano plots (Figure 3c) to demonstrate the distribution and significance of differential genes between the 3 m and 24 m AT2 cells, as well as the upregulation and downregulation of gene expression levels. 

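Among the genes that DESeq2 called lower at 24 m were *Robo1*, a receptor of axon and cell guidance, at 9.85 ± 1.14 CPM at 3 m and 1.51 ± 0.401 CPM at 24 m (SD, n = 3 libraries), and *Gpm6b*, a membrane proteolipid, at 20.7 ± 11.4 CPM at 3 m and 2.68 ± 1.04 CPM at 24 m. *Tspan7*, a tetraspanin, was at 5.01 ± 2.26 CPM at 3 m and 0.878 ± 0.260 CPM at 24 m. All 3 are labelled in Figure 3c, and all 17 labelled genes, 10 higher and 7 lower at 24 m, were called in that direction by DESeq2, though labels chosen by the study on these libraries are not independent evidence. DESeq2 called 286 genes higher and 28 lower at 24 m among 17509 genes with an adjusted p. Of the 286 higher genes, 139 had a count of 0 in every 3 m library, 188 had a mean under 10 CPM at 24 m, and 214 (74.8%) were highest in replicate 2 of the 24 m libraries. The quasi-likelihood test of edgeR called 0 genes higher and 0 lower among 14899, with 873 genes at an unadjusted p under 0.05, 531 higher and 342 lower. Its smallest adjusted p was 0.0800, for *H2-Q5*. The 212 genes of the 286 that edgeR also tested were all at an unadjusted p under 0.05 there. With limma-voom 0 genes were called in either direction, with 973 at an unadjusted p under 0.05. The counts depend on the filter and on single libraries: edgeR called 179 genes higher and 28 lower with no filter on low counts, 82 higher and 3 lower without replicate 2 at 3 m, and 1 higher without replicate 3 at 24 m. Of the 82 and 3 genes, 68 and 3 were also called by DESeq2 over the 6 libraries.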

Our results revealed significant differences in the expression of multiple genes between the two sample groups, with 259 differential genes upregulated and 19 differential genes downregulated in the 24 m AT2 samples compared to the 3 m samples. We further interpreted our findings by exploring the functional roles of the differentially expressed genes. Notably, the upregulation of genes including *Pigr*, *Ltf*, *H2-Q5*, *Gp2*, *Ighg2c*, *Ighg2b*, *Jchain*, and *Dmbt1* suggests an enhanced immune regulatory function of AT2 cells during aging. These genes are likely involved in the immune response, inflammatory reactions, and infection resistance, aiming to protect the lungs from pathogenic invasion. Additionally, *Hspa1b* and *Dmbt1* may participate in the cellular stress response, protein folding, and cell adhesion, which can help AT2 cells address immune challenges and cellular damage, maintaining normal cell function.

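In all 8 genes every 24 m library was above every 3 m library, and 5 of the 8 had no count at 3 m. *Pigr*, the receptor that carries polymeric immunoglobulin across mucosal epithelia, was at 6.52 ± 0.622 CPM at 3 m and 430.0 ± 362 CPM at 24 m (SD, n = 3 libraries). *Ltf*, the iron-binding antimicrobial protein lactoferrin, had no count at 3 m and 44.8 ± 36.9 CPM at 24 m, at least 1326-fold higher against a floor of 3 counts over the 3 m libraries. *Gp2*, a receptor for bacterial fimbriae, and *Dmbt1*, a mucosal scavenger protein, also had no count at 3 m, and were at least 333-fold higher and at least 184-fold higher, at 11.3 ± 6.11 and 6.22 ± 4.67 CPM. The class I gene *H2-Q5* was at 2.29 ± 0.545 CPM at 3 m and 31.1 ± 7.80 CPM at 24 m, and it may share reads with the near-identical *H2-Q6* and *H2-Q7*. Of the genes that plasma cells use for antibodies, *Ighg2c* and *Ighg2b*, which may also share reads, had no count at 3 m and 14.4 ± 13.0 and 10.7 ± 12.1 CPM at 24 m, and *Jchain* was at 0.0422 ± 0.0731 CPM at 3 m and 8.58 ± 6.53 CPM at 24 m. DESeq2 called all 8 higher, with adjusted p between 3.08e-21 and 4.29e-08. In edgeR's quasi-likelihood test none passed over all genes, with adjusted p from 0.0800 to 0.220, and all 8 passed when adjusted over the list alone, which holds these genes and *Hspa1b* and was chosen by the study on these libraries and not independent evidence. A fixed list of plasma cell genes, which holds these 3 antibody genes, was also higher at 24 m (median log2 fold change 4.44, or 3.19 with genes at 0 set to their lower bound; camera adjusted p = 6.79e-09, and adjusted p = 0.185 with an estimated correlation), with 7 of its members called by DESeq2. Its *Igkc*, the kappa light chain, was at 0.317 ± 0.290 CPM at 3 m and 43.9 ± 35.8 CPM at 24 m, although the sort was for cells without CD45.

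**Figure D2:**
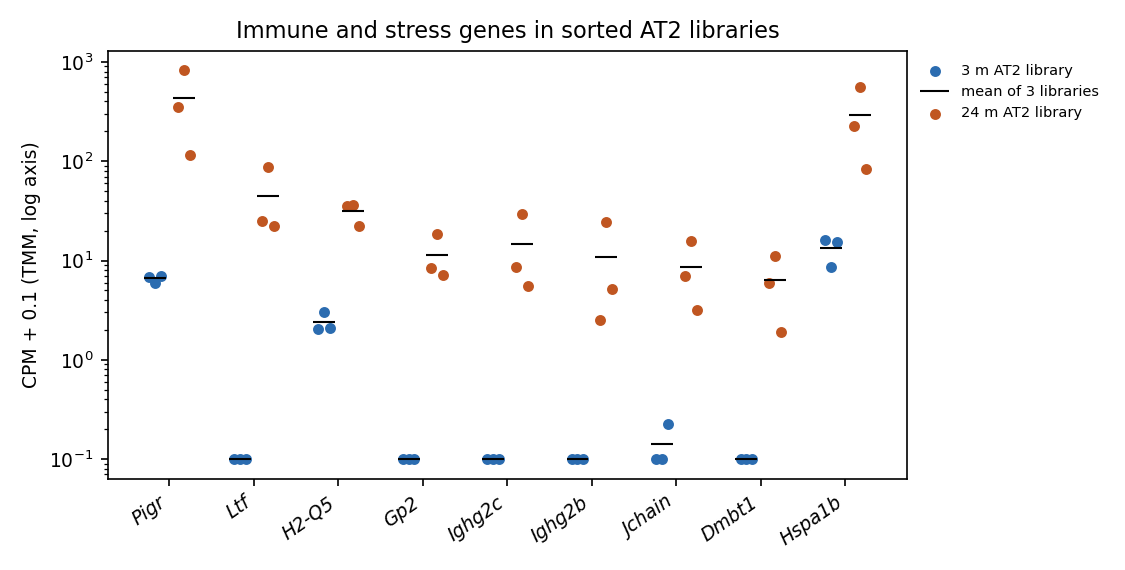
CPM + 0.1 on a log axis of the 9 immune and stress genes that the paper names, with 1 point per AT2 library, 3 m in blue and 24 m in orange, and a bar at the mean of the 3 libraries. Points at 0.1 are libraries with a count of 0, as for *Ltf*, *Gp2*, *Ighg2c*, *Ighg2b* and *Dmbt1* at 3 m, and every 24 m point lies above every 3 m point of its gene.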

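*Hspa1b*, which encodes the inducible chaperone HSP70, was at 13.2 ± 4.20 CPM at 3 m and 291 ± 246 CPM at 24 m (SD, n = 3 libraries), a log2 fold change of 4.46 with a standard error of 0.69. Its near-identical neighbour *Hspa1a*, which may share its reads, was at 17.8 ± 12.6 CPM at 3 m and 259 ± 205 CPM at 24 m, and the co-chaperone *Dnajb1* was at 38.7 ± 6.70 CPM at 3 m and 98.8 ± 23.8 CPM at 24 m. *Klf6*, an immediate early transcription factor, was at 125 ± 28.6 CPM at 3 m and 660.4 ± 318 CPM at 24 m. DESeq2 called the 4 genes higher at 24 m (adjusted p = 1.67e-10, 6.79e-06, 0.00318 and 1.65e-05), and edgeR's quasi-likelihood test gave adjusted p of 0.220, 0.309, 0.309 and 0.220. They belong to a fixed list of 24 immediate early and heat shock genes, which enzymatic dissociation of tissue also induces. Of these, 23 had a fitted fold change above 0, 14 had ages that did not overlap and all 14 were higher at 24 m, where chance gives 10% in both directions together and all tested genes gave 15.1%. The list was higher at 24 m (median log2 fold change 1.58; camera adjusted p = 7.7e-09, and adjusted p = 0.25 with an estimated correlation). By edgeR 12 of the 24 were higher when adjusted over the list alone and 0 over all genes, and DESeq2 called 8. The libraries of each age differed among themselves, with *Hspa1b* at 227, 562 and 83.2 CPM at 24 m and a mean log2 CPM of the list of 5.54 in replicate 2 at 3 m against 7.60 and 7.15 in the other 3 m libraries, which lowers the mean at 3 m.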

Based on the transcriptomic sequencing results, we further conducted Gene Ontology (GO) annotation and functional enrichment analyses (Figure 3d). Specifically, the upregulated GO functions observed in the 24 m mice compared to their 3 m counterparts primarily related to the immune response and inflammatory response, indicating the vital role played by AT2 cells in combating pathogen invasion and modulating inflammatory reactions, which corresponds to the diminished immune system function and heightened inflammation levels observed in aged mice.

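In lists of the interferon response, of mucosal defense and of complement, most tested genes were fitted above 0. *Oasl2*, an interferon-induced antiviral gene, was at 1.83 ± 0.732 CPM at 3 m and 14.8 ± 8.58 CPM at 24 m (SD, n = 3 libraries), and the transcription factor *Irf1* was at 26.3 ± 7.83 CPM at 3 m and 79.0 ± 23.7 CPM at 24 m. *Oas2*, an activator of antiviral RNA decay, had no count at 3 m and was at least 61.1-fold higher at 24 m, and *Ifi27l2a* was at 0.396 ± 0.344 CPM at 3 m and 13.8 ± 12.4 CPM at 24 m. Of 31 interferon response genes tested, 26 were fitted above 0, and 21 had ages that did not overlap, all higher at 24 m, where chance gives 10% in both directions together and all tested genes gave 15.1%. The list was higher (median log2 fold change 1.59; camera adjusted p = 2.2e-09, and adjusted p = 0.25 with an estimated correlation), with 10 members called by DESeq2, 0 by edgeR over all genes and 4 by edgeR when adjusted over the list alone. Of 18 mucosal defense genes, 10 were higher and 1 was lower when adjusted over the list alone, and DESeq2 called 8 higher and 1 lower, *Lyz1*, a lysozyme gene named after its values were seen, which may share reads with *Lyz2* (camera adjusted p = 2.2e-09, and adjusted p = 0.25 with an estimated correlation), and the list summed to 48841 CPM at 3 m and 42833 CPM at 24 m. *Pigr*, *Ltf*, *Gp2* and *Dmbt1* of this list were named by the study from these libraries and are not independent evidence. The complement genes *C1ra* and *C4b* were at 1.12 ± 1.06 CPM at 3 m and 14.7 ± 7.54 CPM at 24 m and at 0.757 ± 0.691 CPM at 3 m and 12.8 ± 12.8 CPM at 24 m, and *C3* was at 483 ± 107 CPM at 3 m and 829.8 ± 129 CPM at 24 m. The complement list of 11 tested genes was higher as a whole (camera adjusted p = 0.00824, and adjusted p = 0.25 with an estimated correlation), with 0 members called by edgeR, also when adjusted over the list alone, and 4 by DESeq2, and summed to 5506 CPM at 3 m and 5867 CPM at 24 m. General leukocyte markers were higher too (median log2 fold change 3.66; camera adjusted p = 9.57e-06, and adjusted p = 0.254 with an estimated correlation), and a part of leukocytes in these lists was not tested. Beside these, the list of airway secretory cells was higher at 24 m (camera adjusted p = 6.79e-09, and adjusted p = 0.25 with an estimated correlation) and summed to 739.6 CPM at 3 m and 1056 CPM at 24 m. *Scgb3a1* was at 0.758 ± 0.776 CPM at 3 m and 69.4 ± 43.0 CPM at 24 m and *Scgb3a2* at 3.01 ± 1.08 CPM at 3 m and 26.3 ± 18.6 CPM at 24 m, and DESeq2 called 8 of the list's genes. When adjusted over the list alone, 9 of 13 were higher and 1 was lower, *Pon1*, named after its values were seen, at 173 ± 37.8 CPM at 3 m and 81.9 ± 34.0 CPM at 24 m. The paper takes terms of the immune and inflammatory response among the higher genes as a sign of a vital role of AT2 cells against pathogens and in modulating inflammation.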

Following a Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis, we pinpointed the significantly age-affected signaling pathways. The top 20 enriched pathway entries were selected for depiction in Figure 3e. 

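Among genes of cell adhesion, the 4 with the smallest adjusted p encode surface molecules of leukocytes. *Itgb2* and *Itgal*, the chains of the leukocyte integrin LFA-1, had no count at 3 m and 7.15 ± 6.52 and 5.58 ± 6.34 CPM at 24 m (SD, n = 3 libraries), at least 212-fold higher and at least 165-fold higher against a floor of 3 counts over the 3 m libraries. *Selplg*, the ligand of P-selectin, had no count at 3 m and 3.42 ± 4.51 CPM at 24 m, and *Ptprc*, which encodes the CD45 that the sort excluded, was at 0.0633 ± 0.110 CPM at 3 m and 5.14 ± 3.89 CPM at 24 m. DESeq2 called all 4 (adjusted p at most 8.49e-05) and edgeR none over all genes (adjusted p from 0.246 to 0.427). Of 29 tested genes of the list, 18 were fitted above 0, 9 were higher and 0 lower when adjusted over the list alone, and DESeq2 called 11. The list was higher at 24 m (median log2 fold change 0.24; camera adjusted p = 5.96e-04, and adjusted p = 0.25 with an estimated correlation). Among the 286 genes that DESeq2 called higher, 11 were of the 41 cell adhesion genes in its background (Fisher's exact test, which takes genes as independent, adjusted p = 4.97e-10 over 40 lists). General leukocyte markers, which include *Itgb2* and *Ptprc*, moved with these genes, and 9 of 9 tested were fitted above 0 (median log2 fold change 3.66, camera adjusted p = 9.57e-06, and adjusted p = 0.254 with an estimated correlation). Of these markers 14 were in the table, and those near 0 at 3 m passed the filter only through their 24 m counts, which favours that direction. The list summed to 311 CPM at 3 m and 371 CPM at 24 m.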

Notably, the upregulated KEGG enriched pathways in the 24 m mice compared to the 3 m mice include cell adhesion molecules, potentially associated with the immune function decline and alterations in tissue repair processes observed in aged mice. Another upregulated pathway, phagosome, indicates increased phagocytosis by AT2 cells in the 24 m mice, possibly due to heightened infection risk and a stronger immune response against external pathogens. Furthermore, antigen processing and presentation, Epstein–Barr virus infection, graft-versus-host disease, the IL-17 signaling pathway, and cytokine–cytokine receptor interactions were implicated, implying an immunological imbalance and the aberrant activation of inflammatory reactions in aged mice. These findings further substantiate the characteristic decline in immune function, weakened antigen recognition ability, and heightened vulnerability to infections observed in aged mice.

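Among the phagosome genes, *Cybb*, the catalytic subunit of the NADPH oxidase, had no count at 3 m and 6.52 ± 5.37 CPM at 24 m (SD, n = 3 libraries), at least 193-fold higher. *Clec7a*, the receptor for fungal glucans, had no count at 3 m and 4.57 ± 4.29 CPM at 24 m. Both were called by DESeq2 (adjusted p = 1.27e-07 and 4.13e-06) and not by edgeR (adjusted p = 0.246 and 0.309). Of 37 tested genes of the list, 21 were fitted above 0 and 16 below, and 13 had ages that did not overlap, 10 higher and 3 lower at 24 m, where chance gives 10% and all tested genes gave 15.1%. By edgeR 5 were higher when adjusted over the list alone, and DESeq2 called 11 of 45 in its background (Fisher's exact test, adjusted p = 1.13e-09). Fisher's test takes genes as independent, while 214 of the 286 genes that DESeq2 called higher were highest in the same library, replicate 2 at 24 m. The list as a whole did not pass (camera adjusted p = 0.105), and it passed without replicate 2 at 3 m or replicate 3 at 24 m (camera adjusted p = 0.0216 and 6.04e-05). Markers of macrophages, the phagocytes of the alveolus, were higher too (median log2 fold change 1.40; camera adjusted p = 0.0261, and adjusted p = 0.288 with an estimated correlation), and not without replicate 1 at 24 m (camera adjusted p = 0.0600). Among these, *Mrc1* was at 0.0633 ± 0.110 CPM at 3 m and 3.86 ± 3.50 CPM at 24 m, and *Chil3* was at 2.06 ± 1.75 CPM at 3 m and 21.9 ± 18.5 CPM at 24 m.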

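The list of genes of antigen presentation by MHC class I was higher at 24 m (camera adjusted p = 1.75e-08, and adjusted p = 0.275 with an estimated correlation), and over its 17 genes with ages apart the mean log2 CPM of replicate 2 at 3 m, 2.60, was below the 4.27 and 4.00 of the other 3 m libraries. *H2-K1*, a classical class I gene, was at 892 ± 96.8 CPM at 3 m and 2252 ± 389.7 CPM at 24 m (SD, n = 3 libraries), a log2 fold change of 1.34 with a standard error of 0.24. *H2-Q7* and *H2-Q6*, near-identical non-classical class I genes whose reads may be shared, were at 1.58 ± 1.60 CPM at 3 m and 26.9 ± 8.37 CPM at 24 m and at 0.509 ± 0.418 CPM at 3 m and 11.8 ± 2.12 CPM at 24 m. Of 24 tested class I and peptide loading genes, 21 were fitted above 0, 17 had ages that did not overlap (10% by chance, 15.1% over all tested genes) and all 17 were higher at 24 m, 11 were higher when adjusted over the list alone, and DESeq2 called 8. By edgeR over all genes 0 of them were called (adjusted p = 0.220 for *H2-K1*). Of 10 class II genes all were fitted above 0, 1 passed when adjusted over the list alone, *H2-DMb2* of peptide exchange, at 1.94 ± 1.01 CPM at 3 m and 14.8 ± 9.39 CPM at 24 m, and DESeq2 also called *Ctss*, a protease that macrophages express too. The class II gene *H2-Ab1* was at 409 ± 161 CPM at 3 m and 822 ± 154 CPM at 24 m. The class II list was higher as a whole (camera adjusted p = 6.41e-05, and adjusted p = 0.275 with an estimated correlation), as were the markers of leukocytes, B cells and macrophages, which also express these genes (median log2 fold change 3.66, 3.15 and 1.40; camera adjusted p = 9.57e-06, 1.43e-05 and 0.0261, and 0.254, 0.25 and 0.288 with an estimated correlation).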

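In the IL-17 signaling list, the gel-forming mucin *Muc5b* was at 1.53 ± 1.93 CPM at 3 m and 39.0 ± 30.5 CPM at 24 m, and *Muc5ac* had no count at 3 m and was at least 80.0-fold higher at 24 m. *Tnfaip3*, the NF-κB inhibitor A20, was at 15.8 ± 0.801 CPM at 3 m and 60.8 ± 29.7 CPM at 24 m, and the cytokine *Il1b* had no count at 3 m and 6.32 ± 5.46 CPM at 24 m (SD, n = 3 libraries). Of 23 tested genes, 20 were fitted above 0, 10 were higher when adjusted over the list alone, 0 were called by edgeR over all genes and 11 by DESeq2. The list was higher at 24 m (median log2 fold change 1.63; camera adjusted p = 3.03e-08, and adjusted p = 0.25 with an estimated correlation). Of 34 tested cytokines, chemokines and receptors, 24 were fitted above 0 and 10 below, while the list summed to 15723 CPM at 3 m and 9258 CPM at 24 m, most of it *Cxcl15*, at 14869.8 ± 6325 CPM at 3 m and 8247 ± 1122 CPM at 24 m. Among these genes, the neutrophil attractants *Cxcl1* and *Cxcl2* were at 3.66 ± 2.54 CPM at 3 m and 20.8 ± 14.3 CPM at 24 m and at 0.816 ± 0.864 CPM at 3 m and 20.9 ± 15.0 CPM at 24 m, and *Ccl9* had 1 count at 3 m and 24 m levels of 2.87, 9.75 and 0.744 CPM, a ratio of 382 (95% counting interval 68.2 to 15139.7). The interval covers counting error of the pooled counts and leaves out the spread between libraries. DESeq2 called *Ccl9* higher (adjusted p = 4.23e-05), and edgeR did not (adjusted p = 0.285). DESeq2 called 9 of the list, edgeR 0 over all genes and 4 when adjusted over the list alone (median log2 fold change 0.69; camera adjusted p = 0.00872, and adjusted p = 0.282 with an estimated correlation). Markers of neutrophils and monocytes moved with them, 8 of 8 tested genes fitted above 0 (median log2 fold change 3.97, camera adjusted p = 9.9e-06, and adjusted p = 0.25 with an estimated correlation). Of the list, 14 genes were in the table, and those near 0 at 3 m passed the filter only through their 24 m counts. Their direction is therefore not independent evidence, and the list summed to 1030 CPM at 3 m and 1071 CPM at 24 m. *S100a8*, which is abundant in neutrophils, had no count at 3 m and 2.44 ± 2.00 CPM at 24 m.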

### 2.5. A Correlation Was Elucidated between Proliferation, Differentiation-Regulating Genes, and Inflammatory Factors in AT2 Cells

During AT2 cell proliferation, the activation of the Wnt/β-catenin signaling pathway and alterations in the cell cycle occur [17,18]. Previous studies have shown the impact of inflammation on cell proliferation [19,20,21]. Our preliminary research revealed a remarkable upregulation of inflammatory signals in AT2 cells from aging lungs, accompanied by a notable decrease in proliferative capacity. 

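Targets of NF-κB, the transcription factor downstream of many inflammatory receptors, were higher at 24 m (camera adjusted p = 5.01e-06, and adjusted p = 0.282 with an estimated correlation), as were lists of general leukocyte genes, of neutrophils and monocytes and of immediate early and heat shock genes (median log2 fold change 3.66, 3.97 and 1.58; camera adjusted p = 9.57e-06, 9.9e-06 and 7.7e-09, and 0.254, 0.25 and 0.25 with an estimated correlation). *Nfkbiz*, an atypical inhibitor of NF-κB that NF-κB itself induces, was at 53.1 ± 19.8 CPM at 3 m and 196 ± 68.4 CPM at 24 m (SD, n = 3 libraries), and *Tnfaip2* was at 0.0738 ± 0.128 CPM at 3 m and 13.3 ± 15.1 CPM at 24 m, with 7 counts over the 3 m libraries, where *Il1b*, another target, had none. DESeq2 called *Nfkbiz* and *Tnfaip2* (adjusted p = 6.51e-04 and 0.0188), and edgeR did not (adjusted p = 0.309 for both). Of 21 tested targets, 19 were fitted above 0, 7 were higher when adjusted over the list alone, and DESeq2 called 8. Of 21 genes of senescence and its secreted factors, 18 were fitted above 0 and 5 were higher when adjusted over the list alone (camera adjusted p = 9.57e-06, and adjusted p = 0.275 with an estimated correlation).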

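Cell cycle genes did not stand lower at 24 m as a group. Of 44 tested members of a fixed list, 33 were fitted above 0 and 11 below, and 15 had ages that did not overlap, 13 higher and 2 lower at 24 m, where chance gives 10% and all tested genes gave 15.1%. The cyclin *Ccnb1* of mitotic entry had no count at 3 m and 1.45 ± 1.21 CPM at 24 m (SD, n = 3 libraries), and *Cdc20*, an activator of the anaphase-promoting complex, was at 3.36 ± 2.11 CPM at 3 m and 10.5 ± 2.36 CPM at 24 m. *Ccnd2*, a cyclin of G1, was at 48.3 ± 20.4 CPM at 3 m and 26.2 ± 6.23 CPM at 24 m. The list had a median log2 fold change of 0.27 and a camera adjusted p of 0.00305 for higher values at 24 m, with an adjusted p of 0.25 with an estimated correlation. By edgeR 0 members were called, also when adjusted over the list alone, and DESeq2 called 2, *Ccnb1* and *Cenpe*, both of which had at most 1 count over the 3 m libraries.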

The decline in AT2 cell proliferative capacity is a crucial factor influencing alveolar epithelial regeneration. Therefore, we performed a correlation analysis utilizing correlation heatmaps and network diagrams to investigate the association between genes involved in AT2 cell proliferation and inflammatory genes, aiming to unravel the underlying causes and mechanisms behind the decline in AT2 cell proliferative capacity in aging lungs. Firstly, we examined the relationship between the Wnt pathway and inflammation. 

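Of the Wnt genes measured in AT2 cells, *Ctnnb1*, which encodes β-catenin, was the most abundant of the 8 named by the paper, at 1383 ± 107 CPM at 3 m and 1117 ± 67.9 CPM at 24 m (SD, n = 3 libraries), and every 24 m library was below every 3 m library. *Axin2*, a target of the pathway, was at 26.3 ± 14.4 CPM at 3 m and 37.9 ± 4.63 CPM at 24 m, and *Fzd7*, a receptor, at 128 ± 57.7 CPM at 3 m and 98.2 ± 9.33 CPM at 24 m. *Porcn*, which acylates Wnt ligands, was at 8.81 ± 7.08 CPM at 3 m and 12.7 ± 3.94 CPM at 24 m, with 0.748 CPM in replicate 2 of the 3 m libraries. Of the 8 genes 0 passed the age test (adjusted p from 0.831 upward by edgeR and 0.640 upward by DESeq2), 4 being fitted above 0 and 4 below, and the ages of 7 overlapped. In a fixed list of 41 tested Wnt genes, 24 were fitted above 0 and 17 below (camera adjusted p = 0.878, with a direction below 0 although the median was 0.076), and DESeq2 called 1, the target *Myc*, at 3.31 ± 1.09 CPM at 3 m and 13.9 ± 8.51 CPM at 24 m. Each of 48 genes that the paper names for proliferation or differentiation was then set against 34 cytokines, chemokines and receptors by Pearson's r of log2(CPM + 1) over the 6 libraries, 1632 pairs in all. At the limits of the paper's Figure 4, r above 0.8 in size and p under 0.05, 335 pairs passed, 209 positive and 126 negative, of which 4 had a Benjamini-Hochberg adjusted p under 0.05. Of the 720 orders of the libraries, 4 gave as many pairs (exact permutation test, one-sided p = 0.00556), with a median of 65. The genes were chosen by the study on these libraries, and the orders do not keep the ages together, so this p is not independent evidence of a relation. For the Wnt genes, 15 positive and 25 negative pairs of 272 passed, and r was above 0 for 134 pairs and below 0 for 138, with 24 of the 34 factors below 0 for *Ctnnb1*, 22 for *Prkx*, 21 for *Fzd7*, 20 for *Wnt3a*, 14 for *Tcf7*, 13 for *Porcn* and *Tcf25* and 11 for *Axin2*. The 6 libraries are 3 of each age, so that r also carries the difference between the ages, and no r is given for single pairs. With age means removed 25 Wnt pairs passed, and 8 passed without replicate 2 at 3 m, where r was below 0 with 28 factors for *Prkx*, 26 for *Tcf7*, 25 for *Fzd7*, 24 for *Ctnnb1*, 17 for *Wnt3a*, 11 for *Tcf25*, 9 for *Axin2* and 8 for *Porcn*. In such counts, here and below, fewer degrees of freedom were left, so p under 0.05 asked for a larger r than over 6 libraries. A fall in the number of pairs comes in part from that.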

As depicted in Figure 4a, several genes involved in Wnt pathway transcriptional regulation, notably *Ctnnb1*, *Axin2*, *Wnt3a*, *Porcn*, *Prkx*, *Fzd7*, *Tcf7*, and *Tcf25*, exhibited a pronounced negative correlation with various inflammatory factors. This intriguing finding suggests that chronic inflammation, a hallmark of lung aging, disrupts the intricate signaling cascade of the Wnt pathway, thereby compromising the proliferative capacity of AT2 cells. To delve deeper into this phenomenon, a meticulous analysis investigating cell cycle dynamics in AT2 cells was subsequently conducted. Previous studies have reported that TGF-β acts as a pivotal signal that inhibits AT2 cell proliferation, specifically in cells experiencing cell cycle arrest [22]. 

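Of the TGF-β genes, *Nfkbia*, the inhibitor of NF-κB, was at 49.3 ± 38.0 CPM at 3 m and 241 ± 111 CPM at 24 m (SD, n = 3 libraries) and was called higher by DESeq2 (adjusted p = 0.0188) but not by edgeR (adjusted p = 0.621). *Gadd45b*, a growth arrest gene, was at 35.3 ± 24.2 CPM at 3 m and 107 ± 15.2 CPM at 24 m, and the fibronectin gene *Fn1* was at 0.432 ± 0.749 CPM at 3 m and 10.7 ± 9.17 CPM at 24 m, and all 3 had every 24 m library above every 3 m library. The transcription factor *Nfib* and the integrin subunit *Itgav* were at 83.4 ± 32.0 CPM at 3 m and 59.9 ± 8.33 CPM at 24 m and at 98.9 ± 65.7 CPM at 3 m and 51.2 ± 12.5 CPM at 24 m, with the highest value of each in replicate 2 at 3 m. With the 34 inflammatory factors, r was above 0 for 23 pairs of *Nfkbia*, 24 of *Fn1* and 21 of *Gadd45b*, and for 12 of both *Nfib* and *Itgav*. For the 9 genes of the paper together, 59 positive and 33 negative pairs of 306 passed the limits on r and p, 39 pairs with age means removed and 57 without replicate 2 at 3 m. These genes were chosen by the study on these libraries, so the counts are not independent evidence. In a fixed list of 27 tested TGF-β genes, 16 were fitted above 0 and 11 below (camera adjusted p = 0.463). Among the members that DESeq2 called higher were *Thbs1*, at 80.2 ± 33.2 CPM at 3 m and 263 ± 123 CPM at 24 m, and the inhibitor *Smad7*, at 20.6 ± 6.06 CPM at 3 m and 51.3 ± 14.7 CPM at 24 m, and edgeR called both when adjusted over the list alone and 0 of the list over all genes.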

Figure 4a shows a significant positive correlation between inflammatory factors and genes crucial for the TGF-β pathway, including *Tgfb2*, *Tgfbr1*, *Tgfbr3*, *Nfkbia*, *Fn1*, *Gadd45b*, *Tgif1*, *Nfib*, and *Itgav*. This observation suggests that the inflammatory milieu can continuously activate the transmission of the TGF-β pathway, resulting in the stalling of the cell cycle of AT2 cells at the G1 phase and impeding subsequent mitosis.

Subsequently, we conducted a comprehensive analysis of the correlation between genes associated with AT2 cell differentiation and inflammatory factors. Emerging evidence highlights the intricate regulation of AT2-to-AT1 cell differentiation during alveolar regeneration via multiple signaling pathways mediated by NOTCH, BMP, and YAP [9,12,23,24]. Notably, previous studies have shown that bacteria-induced alveolar injury transiently activates NOTCH signaling in AT2 cells, followed by the upregulation of the Dlk1 ligand to suppress Notch signaling, enabling AT2-to-AT1 differentiation [25]. Moreover, an interesting study has unveiled that enhanced BMP/SMAD signaling promotes AT2-to-AT1 cell differentiation, thereby facilitating the repair of a damaged alveolar epithelium [26]. As delineated in Figure 4c, the constituents of the NOTCH signaling pathway, encompassing the *Notch3* receptor, the target genes *Hey1*, *Hey2*, and *Hes1*, the ligands *Jag2*, *Dll1*, and *Dll4*, along with the pertinent regulatory proteins *Dtx1*, *Dlk1*, and *Nrarp*, all manifest notably positive associations with the majority of inflammatory factors. Moreover, Figure 4d distinctly illustrates a significant correlation between the genes *Hey2*, *Dtx1*, *Nrarp*, *Dll1*, and *Dlk1* within the NOTCH pathway and inflammatory factors. These findings signify that throughout the aging process, persistent inflammation continuously upregulates the transmission of NOTCH signaling, consequently impeding the differentiation of AT2 cells. Moreover, an analysis of Figure 4c reveals intriguing associations within the BMP pathway. Specifically, *Bmp4* displayed a significant negative correlation with *Il2, Il4, Ccl28, and Cxcl15.* Likewise, the receptors *Bmpr1a* and *Bmpr2* exhibited a negative correlation with the majority of inflammatory factors. These findings suggest that during the aging process, a heightened inflammatory response may attenuate the activity of the BMP signaling pathway. 

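Of the 10 NOTCH genes that the paper names, *Hes1* and *Jag2* were the most abundant in AT2 cells. *Hes1*, a repressor that NOTCH induces, was at 48.9 ± 43.7 CPM at 3 m and 109 ± 17.8 CPM at 24 m (SD, n = 3 libraries), and the ligand *Jag2* was at 21.1 ± 1.71 CPM at 3 m and 25.9 ± 3.55 CPM at 24 m, both with overlapping ages. The receptor *Notch3*, also a marker of pericytes, was at 0.0844 ± 0.146 CPM at 3 m and 0.813 ± 0.720 CPM at 24 m, with 8 counts over the 3 m libraries, and the target *Hey1* was at 0.293 ± 0.285 CPM at 3 m and 2.45 ± 1.69 CPM at 24 m, each with every 24 m library above every 3 m library. The ligand *Dll4* was at 0.570 ± 0.663 CPM at 3 m and 1.56 ± 1.18 CPM at 24 m, with overlapping ages. Of these 5 genes 0 passed the age test (adjusted p from 0.828 upward by edgeR and 0.287 upward by DESeq2). Against the 34 inflammatory factors, r was above 0 with 25 for *Notch3*, 22 for *Hey1*, 23 for *Hes1* and 24 for both *Jag2* and *Dll4*. For the 10 NOTCH genes of the paper, 56 positive and 10 negative pairs of 340 passed the limits on r and p. With age means removed 10 pairs passed, and 34 passed without replicate 2 at 3 m, at a p that asked for a larger r than over 6 libraries. By sign and r above 0.8 in size alone, 51 of the 66 pairs were kept without that library. The genes were chosen by the study on these libraries and are not independent evidence. A fixed list of 24 tested NOTCH genes was higher at 24 m (median log2 fold change 0.29; camera adjusted p = 0.0430, and adjusted p = 0.415 with an estimated correlation), and not with replicate number as a block or without replicate 1 or 2 at 3 m or replicate 2 or 3 at 24 m (camera adjusted p = 0.0888, 0.101, 0.152, 0.105 and 0.0947). That list holds the 10 NOTCH genes of the paper, of which 7 were tested and all 7 fitted above 0, so it is not independent of them.

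**Figure D3:**
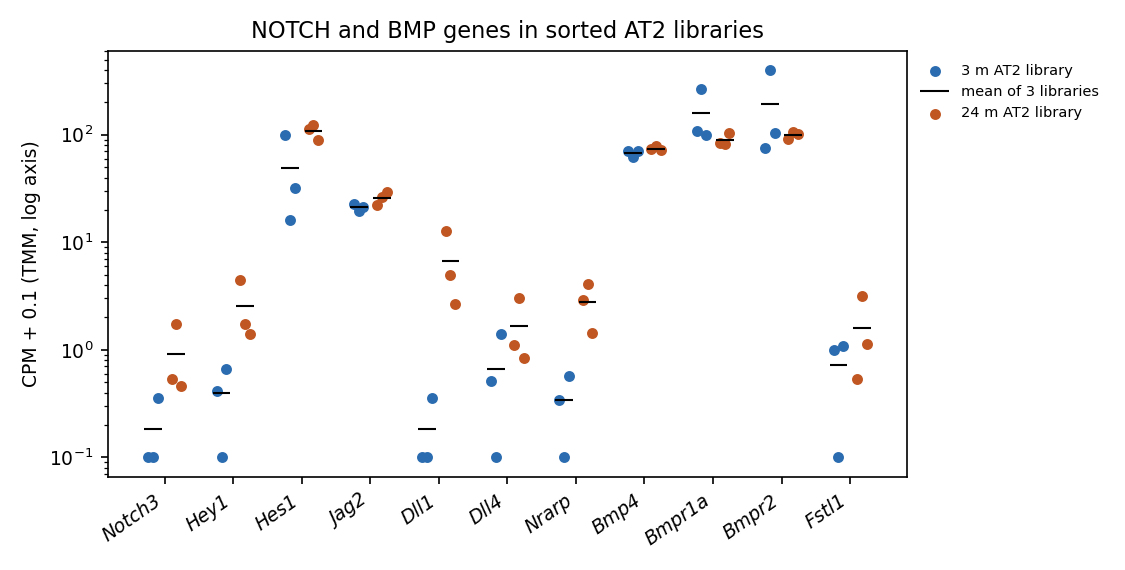
CPM + 0.1 on a log axis of 7 NOTCH and 4 BMP genes that the paper names, with 1 point per AT2 library, 3 m in blue and 24 m in orange, and a bar at the mean of the 3 libraries. Points at 0.1 are libraries with a count of 0, and the highest 3 m points of *Bmpr1a* and *Bmpr2*, at 265 and 399 CPM, are those of replicate 2.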

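The ligand *Dll1* was at 0.0844 ± 0.146 CPM at 3 m and 6.66 ± 5.18 CPM at 24 m (SD, n = 3 libraries), a log2 fold change of 6.20 with a standard error of 1.49. DESeq2 called it higher (adjusted p = 4.89e-05), and edgeR did not (adjusted p = 0.414). *Nrarp*, which limits NOTCH signaling and is itself a NOTCH target, was at 0.239 ± 0.237 CPM at 3 m and 2.71 ± 1.33 CPM at 24 m and passed in neither tool (adjusted p = 0.828 by edgeR and 0.106 by DESeq2). *Hey2*, *Dtx1* and *Dlk1* had no count at 3 m and a count in 2 of the 3 libraries at 24 m, at a mean of 0.0323, 0.736 and 0.499 CPM. Their counts were too low for edgeR's filter, so that an r for them rests on 2 libraries. Of the r with 34 inflammatory factors, those above 0 were 24 for *Dll1*, 23 for *Nrarp*, 27 for *Hey2* and *Dlk1* and 28 for *Dtx1*. Past the limits on r and p were 14 pairs of *Nrarp*, 13 positive and 1 negative, 8 of *Dll1*, all positive, 6 of *Dtx1*, 4 positive and 2 negative, and 4 each of *Hey2* and *Dlk1*, 2 positive and 2 negative. With age means removed 5 pairs of *Nrarp* and 0 of the other 4 genes passed.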

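*Bmp4*, a ligand of the BMP pathway, differed little between the ages, at 67.5 ± 5.19 CPM at 3 m and 74.3 ± 3.06 CPM at 24 m (SD, n = 3 libraries; adjusted p = 0.916 by edgeR and 0.918 by DESeq2), though every 24 m library was above every 3 m library. Of the factors named with it, the lung chemokine *Cxcl15* was at 13922, 21615 and 9073 CPM in the 3 m libraries and 7908, 7334 and 9499.5 CPM in the 24 m libraries. *Ccl28*, a mucosal chemokine, was at 0.895, 5.20 and 0.728 CPM and 1.28, 0.268 and 0.327 CPM, and *Il4* was at 2.17, 3.77 and 0.728 CPM and 0.439, 1.34 and 1.16 CPM, so that the highest value of all 3 was in replicate 2 at 3 m, where *Bmp4* was lowest, at 61.5 CPM. *Il2* had 17 counts over the 3 m libraries and 0 at 24 m and was not tested. The receptors *Bmpr1a* and *Bmpr2* were at 157 ± 93.3 CPM at 3 m and 89.5 ± 12.3 CPM at 24 m and at 193 ± 179 CPM at 3 m and 99.1 ± 7.69 CPM at 24 m, with overlapping ages, and neither passed the age test (adjusted p = 0.828 for both by edgeR, 0.50 and 0.570 by DESeq2). The 34 r values of each gene with the inflammatory factors included 23 below 0 for *Bmpr1a*, 21 for *Bmpr2* and 11 for *Bmp4*. The limits on r and p were passed by 4 positive and 6 negative pairs of *Bmpr1a*, 2 positive and 3 negative of *Bmpr2*, and 11 positive and 2 negative of *Bmp4*. With *Il4*, *Ccl28* and *Cxcl15*, the r of *Bmp4* was below 0, the direction that the paper states, and the pairs with *Ccl28* and *Cxcl15* were the 2 negative ones past the limits. Without replicate 2 at 3 m the r of *Bmp4* was near 0 with *Il4* and below 0 with *Ccl28* and *Cxcl15*, and no longer above 0.8 in size. Without that library, r was below 0 with 26 factors for *Bmpr1a*, with 0 positive and 8 negative pairs past the limits, and with 15 for *Bmpr2*, with 2 positive and 0 negative pairs.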

In parallel, *Fst* and *Fstl1*, acting as inhibitory proteins within the BMP pathway, exert a noteworthy positive correlation with the majority of inflammatory factors, further emphasizing the suppressive impact of the inflammatory milieu on BMP signaling. However, it is worth noting that the upregulation of *Bmp6* in the context of inflammation may represent a compensatory mechanism aimed at bolstering BMP signaling activity. 

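Both inhibitors were near the limit of detection in AT2 cells. *Fst*, which encodes follistatin, had no count at 3 m and 0.641, 0.670 and 0 CPM in the 24 m libraries, and was not tested by edgeR (DESeq2 adjusted p = 0.513). *Fstl1* was at 0.625 ± 0.543 CPM at 3 m and 1.51 ± 1.37 CPM at 24 m (SD, n = 3 libraries; adjusted p = 0.895 by edgeR and 0.835 by DESeq2), with overlapping ages. Each had an r above 0 with 24 of the 34 inflammatory factors. The limits on r and p were passed by 13 pairs of *Fst*, all positive, and by 1 positive and 1 negative pair of *Fstl1*. Without replicate 2 at 3 m, 8 pairs of *Fst* passed. For the 6 BMP genes of the paper, 45 positive and 12 negative pairs of 204 passed, 23 with age means removed, and these genes were chosen by the study on these libraries and are not independent evidence. A fixed list of 23 tested BMP genes showed 11 fitted above 0 and 12 below (median log2 fold change -0.16, mean 0.22; camera adjusted p = 0.878, with a direction below 0). Of these, *Id1*, a target of the pathway, was at 7.33 ± 4.82 CPM at 3 m and 23.5 ± 5.39 CPM at 24 m and *Id2*, another, at 306 ± 110.2 CPM at 3 m and 197 ± 29.7 CPM at 24 m.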

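*Bmp6*, a BMP ligand, had no count in the 3 m libraries and 90 counts over the 24 m libraries, at 0.945, 1.81 and 0.238 CPM. It was at least 29.5-fold higher at 24 m against a floor of 3 counts over the 3 m libraries, and every 24 m library was above every 3 m library. DESeq2 called it higher (adjusted p = 0.0268), and edgeR's filter on low counts left it out of the test. Its r with the inflammatory factors was above 0 with 25 and below 0 with 9, and 14 pairs passed the limits on r and p, all positive. With age means removed 6 of its pairs passed, and 14 passed without replicate 2 at 3 m. Of the factors, *Il1b* ranked the 24 m libraries in the same order, at 7.12, 11.3 and 0.506 CPM, as did the leukocyte gene *Itgb2*, at 6.35, 14.0 and 1.07 CPM.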

Consistent with this, Figure 4d illustrates compelling correlations between *Bmp4*, *Bmp6*, *Bmpr2*, and *Fst* and inflammatory factors within the BMP pathway.

### 2.6. D-Gal-Induced Aging of A549 Cells Exhibited Inflammatory Response

Isolating AT2 cells from aged mouse lungs proved challenging due to low yields, poor ex vivo viability, and an unstable phenotype, limiting our access to sufficient primary AT2 cells for further study. The A549 cell line serves as a valuable in vitro model for studying the metabolism and functions of AT2 cells as it effectively maintains their typical biology and characteristics [27]. Therefore, we utilized the widely-recognized A549 cell line as a substitute for primary AT2 cells to construct an in vitro aging model and further validated our transcriptomic experimental results. To determine the optimal concentration and duration of D-gal treatment for constructing an aging model using A549 cells, we initially evaluated cell viability using a CCK8 assay. As depicted in Figure 5a,b, the viability of A549 cells significantly declined with increasing concentrations and durations of D-gal treatment. After 48 h of drug exposure, A549 cell viability was notably suppressed. Subsequently, we conducted β-galactosidase staining and observed that under the same drug concentration of 30 g/L, the capacity to induce senescence was more pronounced at 48 h compared to 24 h (Figure 5c). Furthermore, we examined the expression levels of proteins associated with aging (Figure 5d). Following 48 h of D-gal treatment, the expression levels of the p53 and p21 proteins exhibited dose-dependent increases, with the highest levels observed at a concentration of 30 g/L. Consequently, we determined that a concentration of 30 g/L and a duration of 48 h are the optimal conditions for inducing senescence.

Subsequently, we evaluated the expression levels of typical inflammatory factors. As depicted in Figure 5e, A549 cells experiencing D-gal-induced aging exhibited upregulation of *IL8* (37.0%), *IL11* (60.5%), *IL18* (29.4%), *IL11B* (63.4%), *CCL2* (121.7%), and *CSF2* (77.3%). Our findings further verified the activation of an inflammatory response in epithelial cells during lung aging. The accumulation of senescent epithelial cells triggers disruptions in the overall microenvironment via the secretion of SASP and pro-inflammatory mediators, ultimately resulting in chronic inflammation.

### 2.7. Impaired Proliferation and Differentiation Capacities in D-Gal-Induced Aging of A549 Cells

To validate the decreased proliferation capacity of A549 cells under inflammatory conditions, we initially assessed changes in their cell cycle via flow cytometry. Our findings demonstrate that after 48 h of culturing A549 cells in a medium containing 30 g/L of D-gal, there was a remarkable increase of 16.3% in the proportion of cells in the G1 phase compared to the untreated group. Conversely, the proportion of cells in the S phase decreased by 9.63%, and the proportion in the G2+M phase decreased by 6.56% (Figure 5f). Notably, aged A549 cells exhibited arrest in the G1 phase. We then investigated the expression levels of crucial genes in the TGF-β signaling pathway within aged A549 cells. Our findings revealed significant increases in the expression levels of *TGFBR1* (44.5%), *TGFB2* (69.1%), and *TGFBI* (60.5%) (Figure 5g), once again substantiating the occurrence of cell cycle arrest in alveolar epithelial cells following aging. Additionally, we observed a significant downregulation of proliferation-associated proteins, Cyclin B1 and p-Histone H3, in aging A549 cells (Figure 5h). Furthermore, our findings unveiled a notable downregulation in the expression of the key protein *CTNNB1* (31.0%) and its downstream effectors *MYC* (64.0%), *MKI67* (33.0%), *PCNA* (52.7%), and *CCND3* (35.2%) along the Wnt/β-catenin pathway in senescent A549 cells (Figure 5i). The secretion of senescence-associated pro-inflammatory mediators during aging could impact the robustness of the Wnt pathway, imposing constraints on signal transduction and aggravating the decline in stem cell activity.

Next, in order to further validate alterations in the differentiation capacity of epithelial cells in the context of age-related chronic inflammation, we conducted investigations on relevant proteins in the differentiation regulatory pathway. Our results revealed a persistent activation of the Notch pathway in senescent A549 cells, accompanied by a notable increase in both the receptor *NOTCH2* and target gene *HES1* expression levels by 156.4% and 76.5%, respectively (Figure 5j). This heightened Notch signal restrains the differentiation of epithelial cells. Additionally, we found that the expression levels of the BMP signaling receptors *BMPR1A* (44.1%) and *BMPR2* (32.7%) and the ligands *BMP2* (58.5%) and *BMP4* (84.1%) were substantially downregulated in senescent A549 cells (Figure 5k). The antagonist proteins *FST* and *FSTL1* exhibited pronounced upregulation by 49.1% and 116.8%, respectively, thereby hindering the smooth transduction of the BMP signaling pathway and impeding epithelial cell differentiation progression.

In conclusion, our validation reveals that inflammation during the aging process negatively impacts the proliferation and differentiation capabilities of lung epithelial cells, thereby affecting the regeneration of epithelial structures.

## 3. Discussion

The human alveolar epithelium serves as a critical immune interface and is highly susceptible to damage from external stimuli. AT2 cells play a key role in protecting the lungs against pathogen invasion and host defense, repairing damaged alveoli, and restoring pulmonary homeostasis. Our research findings demonstrate that the alveolar epithelium is highly susceptible to damage as a consequence of aging. During lung aging, there is an age-dependent decline in the quantity of AT2 cells accompanied by structural damage and significant impairments in proliferative and differentiation capabilities. Damaged AT2 cells can activate and recruit immune cells into the alveoli, releasing a large amount of cytokines, thereby rapidly altering the immune microenvironment within the lungs [28,29]. It is worth noting that AT2 cells are critical executors responsible for epithelial regeneration. AT1 cells, which are responsible for gas exchange, cannot repair themselves once damaged and rely on differentiation from AT2 cells. The depletion and dysfunction of AT2 stem cells caused by aging can directly impact the regeneration of epithelial structures and the repair of alveoli. Furthermore, our findings demonstrate pronounced inflammatory infiltrates in aged lung tissue and the abnormal activation of inflammatory signals in AT2 cells, consistent with previous research [5,30,31,32,33]. The secretion of SASP and pro-inflammatory mediators leads to the formation of an inflammatory microenvironment. Inflammation serves as a beneficial immune response. Nevertheless, as individuals age, their tolerance to antigens and physical, chemical, and other stimuli decreases. Consequently, inflammation may transition to a chronic state of low intensity, resulting in lung tissue dysfunction and cellular degeneration [34,35].

The impact of inflammation on the proliferative and differentiation capabilities of AT2 cells exhibits a dual role, with these regulatory behaviors dependent on the type and severity of injury and the inflammatory state. The literature has reported that in the alveolar region, inflammatory responses can regulate the regenerative niche, promoting alveolar regeneration. Organoid screening experiments have revealed that inflammatory cytokines, such as IL-1 and TNF-α, can promote the proliferation of surviving AT2 cells through the IL-1/TNFα-NF-κB signaling axis while preserving their ability to differentiate, therefore promoting lung regeneration after AT2 cell injury induced by influenza [28]. In the context of chronic lung inflammation induced by cigarette smoke, AT2 cells exhibit a dynamic activation of their stem cell properties, thereby facilitating accelerated proliferation, enhanced differentiation, and augmented resistance to apoptosis [36]. However, our transcriptomic data revealed a significant negative correlation between inflammatory factors and genes associated with AT2 cell proliferation and differentiation. This suggests that the senescence-mediated inflammatory microenvironment directly inhibits the proliferative and differentiating behavior of AT2 cells. Existing research data also support this finding. During lung regeneration following injury, chronic inflammation mediated by IL-1β hinders the transition of AT2 cells into mature AT1 cells, leading to an abnormal accumulation of the transition-state DATP subpopulation and impaired alveolar regeneration [19]. During pulmonary inflammation, activated neutrophils have been shown to hinder the proliferation of AT2 cells and induce their apoptosis [37]. Similarly, studies have found that blunt chest trauma can activate alveolar macrophages and recruit neutrophils to the alveolar region, triggering an inflammatory response and inducing apoptosis in AT2 cells, further exacerbating the detrimental effects of inflammation on lung tissue [38]. An inflammatory response may activate signaling pathways related to inflammation, including the NF-κB pathway, which alters gene expression patterns and regulatory networks in stem cells [39]. The upregulation of specific inflammatory genes, like miR-155, might further exacerbate the depletion of stem cell populations [20]. Inflammatory mediators such as TNF-α and IL-1β have been demonstrated to possess the capacity to impede cell proliferation and induce apoptosis across multiple cell types [21,40]. The maintenance of pulmonary immune homeostasis requires the coordinated efforts of lung epithelial cells, local immune cells derived from the bone marrow and lymphatic system, and recruited immune cells [41,42]. In aged lung tissues, the disruption of pulmonary immune homeostasis leads to the recruitment of numerous inflammatory factors to the alveolar region. Persistent and prolonged chronic inflammation continually stimulates AT2 cells, culminating in irreversible cellular damage. Additionally, the inhibition of regulatory pathways involved in differentiation impedes the successful transition of AT2 cells into mature AT1 cells, hampering the restoration of a damaged alveolar epithelium and subsequently affecting pulmonary gas exchange. The inflammatory microenvironment induced by aging hinders alveolar regeneration.

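*Tgfbr1* and *Tgfbr3*, receptors of TGF-β, were at 75.6 ± 49.4 CPM at 3 m and 42.6 ± 2.33 CPM at 24 m and at 10.6 ± 6.48 CPM at 3 m and 3.62 ± 1.02 CPM at 24 m (SD, n = 3 libraries), and *Tgfbr3* had every 24 m library below every 3 m library. *Tgif1*, a repressor of TGF-β targets, was at 28.0 ± 6.60 CPM at 3 m and 44.7 ± 12.8 CPM at 24 m, and the ligand *Tgfb2* had 5 counts over the 3 m libraries and 1.25, 0 and 0.208 CPM in the 24 m libraries. None passed the age test by DESeq2 (adjusted p from 0.178 upward), nor did the 3 that edgeR tested (adjusted p from 0.813 upward). In the sorted AT2 libraries, r with the 34 inflammatory factors was above 0 with 22 for *Tgfb2*, 24 for *Tgif1* and 11 for both receptors. The limits on r and p were passed by 13 positive and 1 negative pairs of *Tgif1*, 3 positive and 3 negative of *Tgfbr1*, 2 positive and 9 negative of *Tgfbr3* and 0 of *Tgfb2*. Without replicate 2 at 3 m, where both receptors had their highest values of 133 and 18.1 CPM, 0 positive and 2 negative pairs of *Tgfbr1* and 1 positive and 7 negative of *Tgfbr3* passed.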

In our correlation analysis, we found a significant positive correlation between cell cycle arrest-related genes (such as *Tgfb2*, *Tgfbr1*, *Tgfbr3*, and *Tgif1*) and inflammatory factors. This indicates that inflammatory factors could hinder the cell cycle of AT2 cells, thus affecting their proliferative capacity. 

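*Cdk6*, a kinase of G1 progression, was at 8.95 ± 2.08 CPM at 3 m and 5.28 ± 1.64 CPM at 24 m (SD, n = 3 libraries), with every 24 m library below every 3 m library. *Cdk4* was at 57.0 ± 25.1 CPM at 3 m and 52.4 ± 1.57 CPM at 24 m and the cyclin *Ccnd3* at 119 ± 24.0 CPM at 3 m and 122 ± 4.61 CPM at 24 m, and the ages of both overlapped. None of the 3 passed the age test (adjusted p from 0.828 upward by edgeR and 0.572 upward by DESeq2). Against the 34 inflammatory factors, r was below 0 with 25 for *Cdk6*, 16 for *Cdk4* and 14 for *Ccnd3*. The limits on r and p were passed by 1 positive and 14 negative pairs of *Cdk6*, and by 2 positive and 2 negative pairs each of *Cdk4* and *Ccnd3*. Replicate 2 at 3 m had the lowest *Cdk4*, 29.8 CPM, and the lowest *Ccnd3*, 92.3 CPM. Without it r was below 0 with 23 factors for *Cdk4* and 25 for *Ccnd3*, and 8 negative pairs of *Ccnd3* passed. For the 15 cell cycle genes of the paper, 34 positive and 46 negative pairs of 510 passed, and 45 with age means removed.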

Through further meticulous analyses, we unearthed a compelling negative correlation between key cell cycle regulatory genes, namely *Cdk4*, *Cdk6*, and *Ccnd3*, and inflammatory factors. The proteins encoded by *Cdk4* and *Cdk6* play a pivotal role in facilitating the transition from the G1 to the S phase of the cell cycle by forming complexes with *Ccnd3*. Additionally, our research has yielded significant evidence of a positive correlation between the *Cdkn3* gene, which encodes the CDK inhibitor, and the majority of inflammatory factors. This inhibition effectively hampers the activity of CDK-related proteins and disrupts cell cycle progression. Furthermore, the protein encoded by Ppard exerts a pivotal influence on cellular proliferation by actively participating in the intricate regulation of cellular metabolism and growth, which displays a significant negative correlation with key inflammatory factors such as *Il2*, *Il4*, *Cxcl15*, and *Ccl28*. Moreover, we discovered a noteworthy negative association between genes involved in spindle formation and chromosome segregation, including *Prc1*, *Knstrn*, *Mad2l1*, *Nusap1*, and *Bub1*, and inflammatory factors. 

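*Cdkn3* was at the limit of detection, with 0, 0 and 0.253 CPM in the 3 m libraries and 0, 2.18 and 0.238 CPM in the 24 m libraries, 8 counts over the 3 m libraries. It was too low for edgeR's filter, and DESeq2 gave an adjusted p of 0.708. It had an r above 0 with 27 inflammatory factors and below 0 with 7. Past the limits on r and p were 2 pairs, both positive, and 1 with age means removed. Its highest value was in replicate 2 at 24 m, the library in which *Il1b* and *Cxcl2* were also highest.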

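*Ppard*, a nuclear receptor for fatty acids, was at 19.0 ± 11.5 CPM at 3 m and 26.7 ± 2.60 CPM at 24 m (SD, n = 3 libraries), with overlapping ages, and did not pass the age test (adjusted p = 0.863 by edgeR and 0.808 by DESeq2). Its lowest value, 7.51 CPM, was in replicate 2 at 3 m, the library in which *Il4*, *Cxcl15* and *Ccl28* were highest. Between the other 3 m libraries and the 24 m libraries it lay at 19.1 and 30.5 against 27.8, 28.6 and 23.8 CPM. Against the 34 inflammatory factors, r was below 0 with 11 and above 0 with 23, and 2 positive and 4 negative pairs passed the limits on r and p. With *Il4*, *Cxcl15* and *Ccl28*, the direction that the paper states was found: r was below 0 and past the limits over the 6 libraries. Without replicate 2 at 3 m it was near 0 with *Ccl28* and still below 0 with *Il4* and *Cxcl15*. It stayed above 0.8 in size with *Cxcl15* alone, and *Il2* was not tested. Without that library, 0 pairs passed, at a p that asked for a larger r.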

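*Bub1*, a kinase of the spindle checkpoint, had an r below 0 with 23 of the 34 inflammatory factors in the AT2 libraries, and *Prc1*, which bundles microtubules of the midzone, with 22. *Mad2l1*, another checkpoint gene, had an r below 0 with 17, *Nusap1*, a spindle protein, with 12, and *Knstrn*, of the kinetochore, with 11. The limits on r and p were passed by 2 positive and 7 negative pairs of *Bub1*, 1 and 2 of *Prc1*, 1 and 3 of *Mad2l1*, 3 and 4 of *Nusap1*, and 0 and 2 of *Knstrn*. Replicate 2 at 3 m had a count of 0 for *Nusap1* and *Knstrn*, and the highest *Bub1*, 62.6 CPM, and *Prc1*, 11.3 CPM. Without this library the numbers with r below 0 were 24 for *Bub1*, 12 for *Prc1*, 25 for *Mad2l1*, 13 for *Nusap1* and 9 for *Knstrn*.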

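The spindle and chromosome segregation genes showed no common direction between the ages. *Bub1* was at 36.2 ± 23.0 CPM at 3 m and 18.9 ± 4.81 CPM at 24 m and *Mad2l1* at 5.96 ± 2.52 CPM at 3 m and 5.73 ± 0.290 CPM at 24 m (SD, n = 3 libraries). *Prc1* was at 7.33 ± 3.46 CPM at 3 m and 7.57 ± 1.46 CPM at 24 m, *Knstrn* at 0.712 ± 1.06 CPM at 3 m and 1.75 ± 0.493 CPM at 24 m and *Nusap1* at 0.783 ± 0.734 CPM at 3 m and 1.60 ± 0.125 CPM at 24 m. Of the 5 genes, *Bub1* and *Mad2l1* were fitted below 0 (log2 fold change -0.94 and -0.058) and the other 3 above 0 (0.048, 1.29 and 1.02 for *Prc1*, *Knstrn* and *Nusap1*). None passed the age test (adjusted p from 0.828 upward by edgeR and 0.494 upward by DESeq2), and only *Nusap1* had ages that did not overlap, with every 24 m library above every 3 m library.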

Remarkably, these genes are downregulated in the inflammatory conditions induced by aging, potentially compromising the precise orchestration of mitosis. Intriguingly, we observed significant alterations in transcriptional regulation-related genes during the aging process. In particular, *Brca1*, which encodes a protein involved in DNA double-strand damage repair throughout the cell cycle; *Birc5*, which encodes a protein essential for preventing abnormal cell death during cell division; and *Lockd*, which is responsible for cellular stress response and immune regulation, all exhibited a notable positive correlation with inflammatory factors. Additionally, the proteins encoded by the genes *Stat3* and *Stat6* are crucial in mediating the signal transduction of various cytokines, thereby regulating cellular immune responses and proliferation. 

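*Birc5*, which encodes survivin, had an r above 0 with 23 of the 34 inflammatory factors, and 10 of its pairs passed the limits on r and p, all positive. *Brca1* had an r above 0 with 25, and 3 positive and 1 negative pairs passed. The non-coding *Lockd* had an r above 0 with 8 and below 0 with 26, and 0 of its pairs passed. *Lockd* had 9 counts in replicate 3 at 3 m, 0 in the other 3 m libraries, and 0, 0.0335 and 0.0297 CPM in the 24 m libraries, so that its r rests on counts near the limit of detection. With age means removed 1 pair of *Birc5* and 0 of *Brca1* passed, and without replicate 2 at 3 m 9 and 2 passed.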

Remarkably, these two genes exhibit positive correlations with most inflammatory factors. 

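*Stat3* and *Stat6*, each with an r above 0 with 23 of the 34 inflammatory factors and below 0 with 11, passed the limits on r and p in few pairs. For *Stat3*, 2 positive and 2 negative pairs passed, and for *Stat6*, 3 and 3. Without replicate 2 at 3 m, 0 positive and 1 negative pairs of each passed, and with age means removed 1 pair of *Stat3* and 2 of *Stat6*. Among the factors, *Cxcl1*, a chemokine called higher at 24 m by DESeq2 (adjusted p = 0.0148) and not by edgeR (adjusted p = 0.542), was at 16.8, 36.6 and 8.95 CPM in the 24 m libraries, while the *Stat3* values there were 337, 349 and 329 CPM.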

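*Stat3*, a transducer of cytokine signals, was at 259 ± 40.4 CPM at 3 m and 338 ± 10.1 CPM at 24 m (SD, n = 3 libraries), with every 24 m library above every 3 m library, and *Stat6* was at 118 ± 40.3 CPM at 3 m and 151 ± 16.2 CPM at 24 m, with overlapping ages. The repair gene *Brca1* and the survival gene *Birc5* were at 0.10 ± 0.103 CPM at 3 m and 1.26 ± 0.531 CPM at 24 m and at 0.0633 ± 0.110 CPM at 3 m and 1.22 ± 0.519 CPM at 24 m, each with every 24 m library above every 3 m library. These 4 genes did not pass the age test (adjusted p = 0.828, 0.858, 0.828 and 0.828 by edgeR and 0.624, 0.794, 0.204 and 0.256 by DESeq2). Over the 3 m libraries *Brca1* had 9 counts and *Birc5* had 6, and both were tested. *Lockd* was tested by neither tool. Of the 15 cell cycle and transcription genes that the paper names, 13 were tested by edgeR, 9 being fitted above 0 and 4 below, and 0 passed over all genes or when adjusted over the list alone, a list chosen by the study on these libraries and not independent evidence.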

The upregulation of these genes further supports the notion that age-related chronic inflammation leads to cellular damage and apoptosis, triggering the activation of defense genes for intracellular regulation. In conclusion, these data indicate that the inflammatory response triggered by aging significantly arrested the cell cycle of AT2 cells, impairing their proliferative capacity and thereby impacting alveolar regeneration.

This study presents a systematic elucidation of age-related structural, quantitative, and functional alterations within the mouse alveolar epithelium, with a particular focus on how inflammatory stimuli guide the fate behavior of AT2 stem cells during lung injury repair subsequent to physiological aging. These findings offer new insights into how chronic inflammation impairs stem cell-mediated alveolar regeneration. Furthermore, we are collectively working toward a more comprehensive exploration of the functional characteristics of AT2 cells in response to inflammation, intending to fully elucidate and delve deeper into the specific regulatory mechanisms underlying this physiological correlation. In the future, there is a promising prospect to utilize systemic inflammation modulation strategies to promote alveolar regeneration and delay or even reverse age-related pulmonary diseases, thereby reducing their incidence and mortality rates among the elderly population.

## 4. Materials and Methods

### 4.1. Mouse and Tissue Sampling

All animal experiments were conducted in accordance with guidelines prepared by an animal welfare organization and approved by the Animal Care and Use Committee of China Agricultural University (approval number AW41203202-5-3). Pathogen-free C57BL/6J mice were obtained from Beijing Vital River Laboratory Animal Technology Co., Ltd., Beijing, China and housed individually in a controlled environment (temperature, 22–24 °C; humidity, 60%) with ad libitum access to food and water. Six age groups of mice were included in this study, ranging from 3 to 28 months old (including 3 m, 6 m, 12 m, 18, 24 m, and 28 m), and all mice underwent natural aging without any exogenous stimuli or interventions.

After anesthetizing the mice, lung tissues were harvested by perfusing physiological saline through the heart to remove blood and turn the tissues white. Subsequently, 4% paraformaldehyde (PFA, G1101, Servicebio, Wuhan, China) was perfused for the fixation of the organs and tissues. The lung lobes were dissected, fixed in PFA for 48 h, embedded in paraffin, and sectioned into 5 μm slices. Lung tissues that were not perfused with PFA were rapidly frozen in liquid nitrogen and stored at −80 °C for subsequent protein and RNA analyses.

### 4.2. HE Staining

The structure of the alveolar epithelium of the lung tissues was assessed using an HE staining kit (G1120, Solarbio, Beijing, China). The lung tissue sections were subjected to staining according to the manufacturer’s instructions. Each age group consisted of six biological replicates. Finally, the sections were examined under a bright-field microscope (DM6B, Leica, Wetzlar, Germany) using a 20× objective lens.

### 4.3. Immunofluorescent Staining

Tissue sections embedded in paraffin were subjected to deparaffinization and hydration, followed by immersion in sodium citrate antigen retrieval solution (C1031, Solarbio, Beijing, China) and microwave boiling. Afterward, the sections were immersed in a PBS solution containing 1% Triton X-100 (T8200, Solarbio, Beijing, China) for 15 min and blocked with 10% goat serum (C01-03001, Bioss, Beijing, China) at room temperature for 1 h. Primary antibodies were added and incubated overnight at 4 °C. The following day, the sections were incubated with secondary antibodies at room temperature in the dark for 1 h (detailed antibody information is shown in Supplementary Table S1). The sections were then stained with a DAPI working solution (C0065, Solarbio, Beijing, China) for 10 min and mounted using an anti-fade mounting medium (P0126, Beyotime, Shanghai, Beijing). Observation and photography were performed under a laser confocal microscope (LSM 900/Axio Observer 7, ZEISS, Oberkochen, Germany). Cells grown on glass coverslips were stained using the same method.

### 4.4. Transmission Electron Microscope (TEM) Detection

Fresh lung tissue samples, measuring approximately 1 mm^3^ in size, were fixed overnight at 4 °C using a 2.5% glutaraldehyde (P1126, Solarbio, Beijing, China) fixative. Subsequently, the samples were fixed with a 1% osmium tetroxide solution for 2 h. Dehydration was performed using a gradient ethanol series (50%, 70%, 80%, 90%, and 95% for 15 min each), followed by two treatments with pure acetone for 20 min each. The samples were then infiltrated with a mixture of embedding resin and acetone (*v*/*v* = 1/1) for 2 h, followed by a mixture of embedding resin and acetone (*v*/*v* = 3/1) for 3 h, and finally left overnight in pure embedding resin. The processed samples were embedded, polymerized, and sectioned into ultra-thin slices (70–100 nm). These sections were stained with 2% uranyl acetate and lead citrate for 5–15 min each and observed under a transmission electron microscope (H-7650, Hitachi, Tokyo, Japan). Each group comprised three biological replicates.

### 4.5. Cell Culture

Human A549 cells were obtained from Procell Life Science & Technology Co., Ltd. (Wuhan, China) and were cultured in Ham’s F-12K medium (PM150910, Procell, Wuhan, China) supplemented with 10% fetal bovine serum (164210, Procell, Wuhan, China) and 1% penicillin–streptomycin (PB180120, Procell, Wuhan, China), following standard laboratory protocols. The average doubling time of the A549 cells was approximately 22 h, indicating their rapid proliferation rate.

Primary AT2 cells were cultured in a specialized medium (CM-M003, Procell, Wuhan, China) fortified with essential growth factors to support their specific requirements. Furthermore, the culture vessels used for the primary AT2 cells were carefully coated with a layer of 5 μg/cm^2^ of mouse tail collagen (354236, Corning, Bedford, MA, USA) to enhance cell adhesion. All cell cultures were maintained in a dedicated incubator (HERAcell^TM^ 150i, Thermo Scientific, Waltham, MA, USA) set at a controlled temperature of 37 °C with a 5% CO_2_ atmosphere.

### 4.6. Cellular Senescence Induction

In order to prevent cellular replicative senescence, we utilized low-passage proliferative A549 cells (<15 passages) in this study. These cells were seeded at a density of 1.5 × 10^5^ cells per well in a 6-well plate and cultured under standard conditions for 24 h to promote firm attachment and proliferation. After this incubation period, each well in the treatment group was supplemented with 2 mL of culture medium containing D-galactose (concentrations: 0, 2, 4, 6, 8, 12, 16, 20, and 30 g/L) for a specified duration (e.g., 24, 48, 72 h), in order to induce cellular senescence. Subsequent staining procedures, as well as extractions of RNA and proteins, were performed on these cells for further comprehensive analysis.

### 4.7. Cell Viability Testing

In this experiment, we utilized a Cell Counting Kit-8 (CCK-8, CK04, Dojindo, Kyushu Island, Japan) according to the provided instructions. After a certain period of D-galactose-induced senescence in the A549 cells, 10 μL of CCK-8 solution was added, and the cells were incubated at 37 °C in a light-protected, constant-temperature chamber for 60 min. Absorbance at 450 nm was measured using a multi-mode microplate reader (SYNERGY^TM^ HTX, BioTek Instruments, Inc., Winooski, VT, USA). Cell viability (%) was calculated as [(%Treatment − %Blank)/(%Control − %Blank)] × 100%. Each group comprised 6 technical replicates.

### 4.8. β-Galactosidase Staining

In this study, senescent cells were identified utilizing a commercially available β-galactosidase staining kit (G1580, Solarbio, Beijing, China). The specific experimental operations were carried out according to the method provided in the instructions. The stained senescent cells were meticulously observed and characterized using an inverted microscope (DMi8, Leica, Wetzlar, Germany). Each group comprised three replicates.

### 4.9. Flow Cytometric Analysis of Cell Cycle Progression

A549 cells in the logarithmic growth phase were inoculated into a 6-well plate at a density of 1.5 × 10^5^ cells per well. Following 24 h of incubation with 30 g/L of D-galactose, the cells were digested to obtain a single-cell suspension. Subsequently, 750 μL of pre-chilled absolute ethanol was gradually introduced, and the cell suspension was placed in a −20 °C freezer overnight for fixation. The next day, the cells were resuspended in 425 µL of Cell Staining Buffer (420201, Biolegend, San Diego, CA, USA), 50 μL of 100 µg/mL RNase (R1030, Solarbio, Beijing, China), as well as 25 µL of Propidium Iodide Solution (421301, Biolegend, San Diego, CA, USA) and incubated on ice in the absence of light for 15 min. Cells were acquired at a low speed, and red fluorescence (PE channel) was detected at 488 nm using a flow cytometer (CytoFLEX, BECKMAN COULTER, Suzhou, China). Each group comprised three replicates.

### 4.10. Isolation and Culture of AT2 Cells

To prepare a mixture of enzymes for lung tissue digestion, 780 U of Type I collagenase (260 U/mg, 17100017, Gibco, Grand Island, NY, USA), 40 U of Elastase (≥3 U/mg, LS002294, Worthington, Lakewood, CO, USA), and 20 U of Dispase II (0.9 U/mg, 4942078001, Roach, Mannheim, Germany) were dissolved in a total volume of 10 mL of PBS (FB13356, FEIMOBIO, Beijing, China) supplemented with Ca^2+^ and Mg^2+^.

The mice were anesthetized, and their lungs were rinsed with a physiological saline solution through cardiac perfusion to remove blood. Following tracheal intubation, the lungs were sequentially injected with 1.0 mL of enzyme solution and 0.6 mL of 1% low-melting-point agarose. The lungs were then removed and placed in the remaining enzyme solution for digestion at 37 °C for approximately 40 min. After digestion, the cell suspension was centrifuged, resuspended in 5 mL of red blood cell lysis buffer (Solarbio, R1010), and incubated on ice for 10 min. Subsequently, the suspension was filtered through a 40 μm cell strainer (SORFA, 251100). The cells were cultured at 37 °C with 5% CO_2_ for 45 min and then transferred to a new culture dish. This process was repeated three times to eliminate most fibroblasts. Finally, the cell suspension was transferred to a 25T culture flask coated with 5 μg/cm^2^ of mouse tail collagen (Corning, 354236) and cultured for 24 h before medium replacement.

### 4.11. Flow Cytometry Analysis and Sorting of AT2 Cells

Lung tissues from 3 m and 24 m mice were enzymatically digested to produce lung cell suspensions, followed by subsequent staining procedures. Within a 500 μL volume of cell suspension, 1 μL of FITC rat anti-mouse CD45 antibody (BD, 553079), PE/Cyanine 7 anti-mouse CD31 antibody (102418, Biolegend, San Diego, CA, USA), APC CD326 (EpCAM) monoclonal antibody (17-5791-80, Invitrogen, Carlsbad, CA, USA), and APC/Cyanine 7 anti-mouse MHCII (I-A/I-E) antibody (107627, Biolegend, San Diego, CA, USA) were added. The cells were then incubated on ice in the absence of light for 30 min for optimal labeling. Subsequently, 5 μL of 7-AAD viability staining solution (420404, Biolegend, San Diego, CA, USA) was added to facilitate the selection of viable cells. 

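In the libraries of the sorted cells, *Epcam*, which encodes CD326, was at 163 ± 37.5 CPM at 3 m and 168 ± 11.5 CPM at 24 m (SD, n = 3 libraries). *Pecam1*, which encodes CD31, was at 1.79 ± 1.34 CPM at 3 m and 3.31 ± 2.24 CPM at 24 m, and its ages overlapped. *Ptprc*, which encodes CD45, was at 0, 0 and 0.190 CPM in the 3 m libraries and 3.44, 9.59 and 2.38 CPM in the 24 m libraries, and DESeq2 called it higher at 24 m (adjusted p = 6.98e-05) while edgeR did not (adjusted p = 0.427). Of 18 AT2 marker genes, 15 were fitted below 0 and 3 above at 24 m, with a median log2 fold change of -0.12, and 0 passed the test in either tool. As a list they were lower at 24 m (camera adjusted p = 0.0328, and adjusted p = 0.25 with an estimated correlation), a call that was lost when counts were scaled by library size only, with replicate number as a block and without replicate 1 or 3 at 3 m or replicate 3 at 24 m (camera adjusted p = 0.0562, 0.0503, 0.114, 0.0556 and 0.0759). The summed AT2 markers made up 271452 ± 41249 CPM at 3 m and 223707 ± 3702 CPM at 24 m. Endothelial transcripts were higher at 24 m as a list (camera adjusted p = 3.52e-04, and adjusted p = 0.25 with an estimated correlation), with the adhesion gene *Cdh5* at 0 counts at 3 m and 1.72, 4.29 and 0.565 CPM in the 24 m libraries.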

Ultimately, the cells underwent a flow cytometry analysis (FACSAria^TM^ III Cell Sorter, BD, Franklin Lake, NJ, USA) to identify and isolate CD45^−^ CD31^−^ CD326^+^ MHCII^+^ cells, specifically sorted as AT2 cells.

### 4.12. RNA Extraction and RT-qPCR

The RNA extraction process involved the lysis of the lung tissue samples and cells using pre-chilled TRNzol reagent (DP424, TIANGEN, Beijing, China) for 30 min, followed by RNA isolation as per the manufacturer’s protocol. RNA concentration was determined using a NanoDrop spectrophotometer (Thermo Scientific, Madison, WI, USA). Subsequently, cDNA synthesis was performed using the cDNA Reverse Transcription Kit (G592, abm, Zhenjiang, China). For a gene expression analysis, an RT-qPCR was conducted on a real-time PCR instrument (QuantStudioTM 5, Thermo Scientific, Marsiling Industrial Estate, Singapore), using SYBR Green (A25742, Thermo Scientific, Madison, WI, USA) as the fluorescent dye. Each group comprised 6 biological replicates, with 3 technical replicates. The data were presented as fold change values calculated using the ∆∆Ct method, with GAPDH used as the reference gene for normalization. The primer sequences used in this study are provided in Supplementary Tables S2 and S3.

### 4.13. Western Blots

For lung tissue samples, approximately 80–100 mg of fresh tissue was incubated on ice for 30 min with 1 mL of lysis buffer containing 980 μL of RIPA (R0010, Solarbio, Beijing, China), 10 μL of PMSF (P0100, Solarbio, Beijing, China), and 10 μL of protein phosphatase inhibitor (P1260, Solarbio, Beijing, China) and underwent homogenization and centrifugation. For monolayer adherent cells grown in a 6-well plate, 1 mL of lysis buffer was added to each well to obtain the protein supernatant. SDS-PAGE was utilized to separate the high-molecular-weight proteins in each sample. Incubation with specific antibodies against the target proteins was performed (Detailed antibody information is shown in Supplementary Table S4), and the bound antibodies were detected and visualized using a chemiluminescence imaging system (ChemiScope 6100, Clinx Science Instruments, Shanghai, China). Each group comprised three replicates.

### 4.14. RNA Sequencing Analysis

AT2 cells were isolated from the lungs of both 3 m and 24 m mice using flow cytometry (FACSAria^TM^ III Cell Sorter, BD, Franklin Lake, NJ, USA). Three biological replicates were collected for each age group by pooling lung cells from multiple mice to ensure an adequate number of AT2 cells for subsequent sequencing. A transcriptome sequencing analysis was conducted on the Illumina NovaSeq 6000 platform (sequencing mode: PE150) at Shanghai Applied Protein Technology, Shanghai, China.

### 4.15. Statistical Analyses

The data were presented as mean ± SD values or in violin plot form, with n representing the number of experimental replicates or the number of mice. The data analysis was conducted using IBM SPSS Statistics version 26.0 software. When comparing differences between two groups, t-tests were employed to calculate *p*-values. Statistical significance was indicated by asterisks, where * *p* < 0.05 and ** *p* < 0.01, while “ns” denoted non-significance. For comparisons among multiple groups, post hoc multiple comparisons using Duncan’s analysis within a one-way ANOVA test were performed, and lowercase letters were assigned to indicate statistical differences. In all cases, *p* < 0.05 or *p* < 0.01 was considered statistically significant. Graphical representations of the analyzed data were generated using GraphPad Prism version 9.0 software.

## Figures and Tables

**Figure 1:**
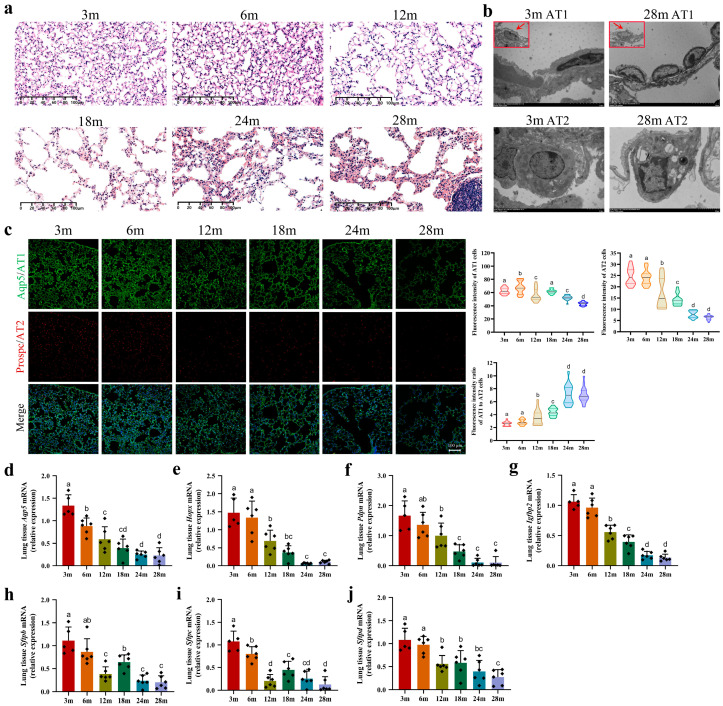

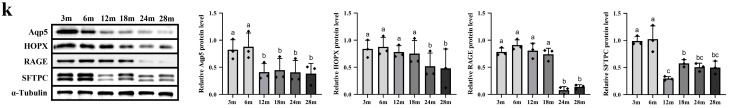
Age-related changes in lung structure and epithelial cell number. (**a**) Histological analysis of lung tissue from mice at different ages (scale bar: 100 μm), n = 6 mice; (**b**) high-resolution TEM imaging of AT1 (scale bar: 5 μm) and AT2 cells (scale bar: 2 μm) in 3 m and 28 m mice (n = 3); (**c**) immunofluorescence analysis of AT1 and AT2 cells in lung tissue (objective: ZEISS Plan-Apo 10X, 0.8NA). Violin plots show fluorescence intensity variations for AT1 and AT2 cells, as well as the AT1/AT2 ratio (n = 3 mice, with 6 quantified fields per tissue section); (**d**–**j**) qRT-PCR analysis of surface marker expression of (**d**) *Aqp5*, (**e**) *Hopx*, (**f**) *Pdpn*, and (**g**) *Igfbp2* in AT1 cells and (**h**) *Sftpb*, (**i**) *Sftpc*, and (**j**) *Sftpd* in AT2 cells in mouse lung tissues. Each group comprised 6 biological replicates (except for the 3 m group (n = 5), excluding an outlier data point from one mouse in the analysis), with 3 technical replicates. RT-qPCR results presented as mean ± SD values, with significant group differences denoted by lowercase letters (*p* < 0.05); (**k**) Western blot analysis of surface marker proteins Aqp5, HOPX, and RAGE in AT1 cells and SFTPC in AT2 cells in mouse lung tissues (n = 3), normalized to α-Tubulin loading control.

**Figure 2:**
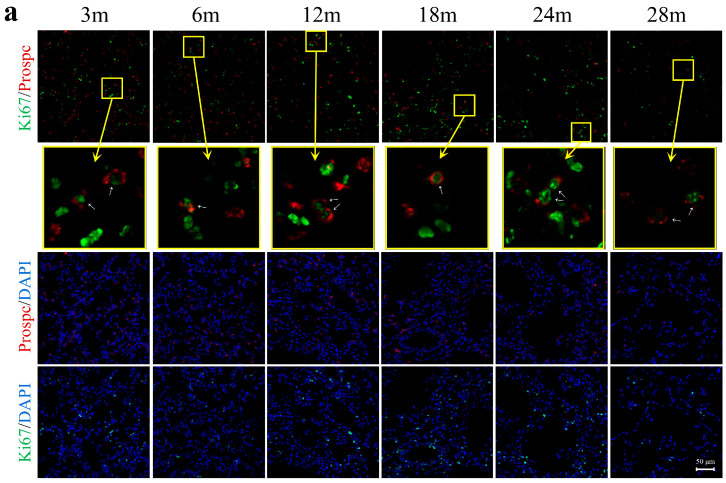

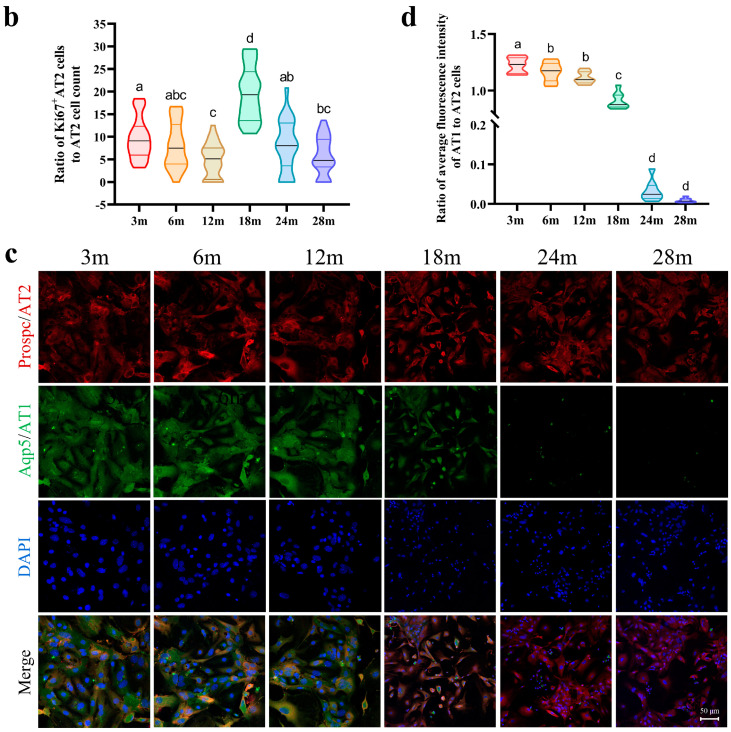
Profound declines in proliferative and differentiative capacities of AT2 cells with aging. (**a**) Immunofluorescence staining of Ki67^+^ AT2 cells in mouse lung tissues (objective: ZEISS Plan-Apo 20X, 0.8NA). (**b**) Proportion of Ki67^+^ AT2 cells relative to total AT2 cell population. Each age group had n = 3 mice, with 8 fields quantified per tissue section. (**c**) Immunofluorescence staining of primary AT2 cells at different ages after 7-day ex vivo culture to assess their potential for differentiation into AT1 cells (objective: ZEISS Plan-Apo 20X, 0.8NA). (**d**) Violin plots representing the ratio of AT1/AT2 fluorescence intensity as an indicator of AT2 cell differentiation capacity. Eight random fields were analyzed in each group. Results are presented as violin plots, with lowercase letters indicating significant differences (*p* < 0.05) between groups.

**Figure 3:**
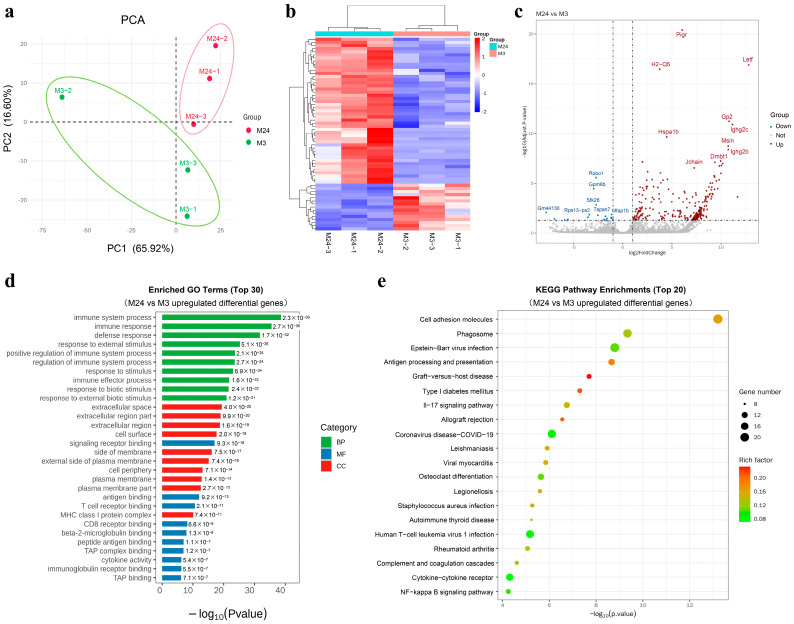
Inflammatory signaling in AT2 cells was activated during pulmonary aging process. (**a**) Transcriptomic gene expression profiles of primary AT2 cells from 3 m and 24 m mice were effectively differentiated through PCA analysis; (**b**) hierarchical clustering analysis of differentially expressed genes in 3 m and 24 m AT2 cells; (**c**) volcano plot illustrates the distribution of differentially expressed genes, their upregulation/downregulation, and the significance of differences in 3 m and 24 m AT2 cells; (**d**) GO functional enrichment analysis of differentially expressed genes in 3 m and 24 m AT2 cells. Top 30 significantly enriched functional terms sorted by *p*-value are displayed; (**e**) KEGG pathway enrichment analysis of differentially expressed genes, showing top 20 significantly enriched pathway terms.

**Figure 4:**
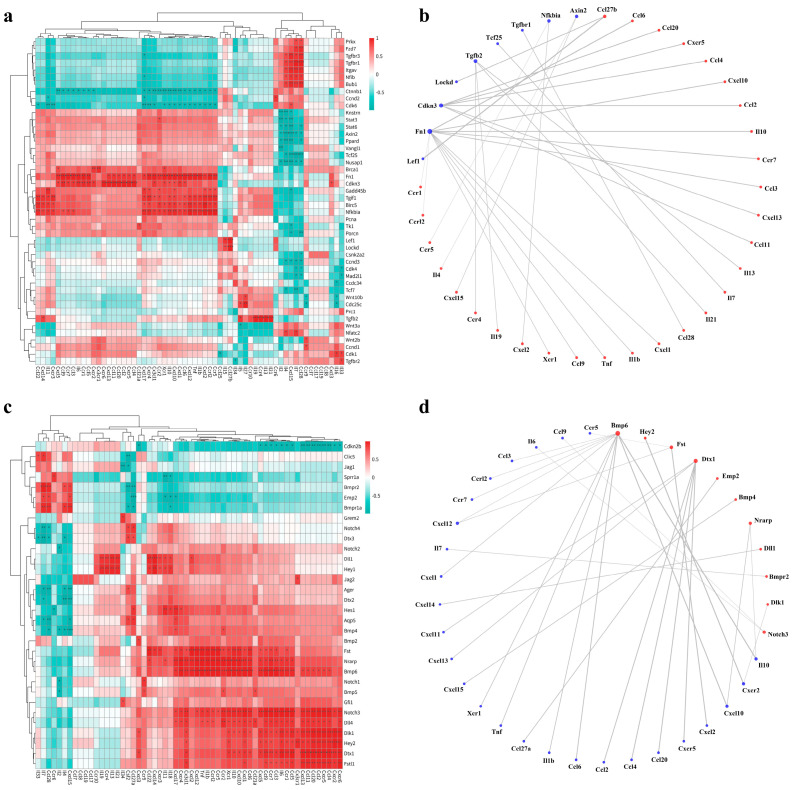
Correlation analysis between proliferation- and differentiation-regulating genes in AT2 cells and inflammatory factors. Key regulatory relationships were identified by calculating the Pearson correlation coefficient with a filtering condition of |r| > 0.8 and *p*-value <0.05 for the correlation test. Filtered results, highlighted with significance levels (* for *p*-value <0.05, ** for *p*-value < 0.01, and *** for *p*-value < 0.001), are presented in figures. Heatmap (**a**) and circular network diagram (**b**) of correlations between AT2 cell proliferation-associated genes and inflammatory factors. Heatmap (**c**) and circular network diagram (**d**) of correlations between AT2 cell differentiation-associated genes and inflammatory factors.

**Figure 5:**
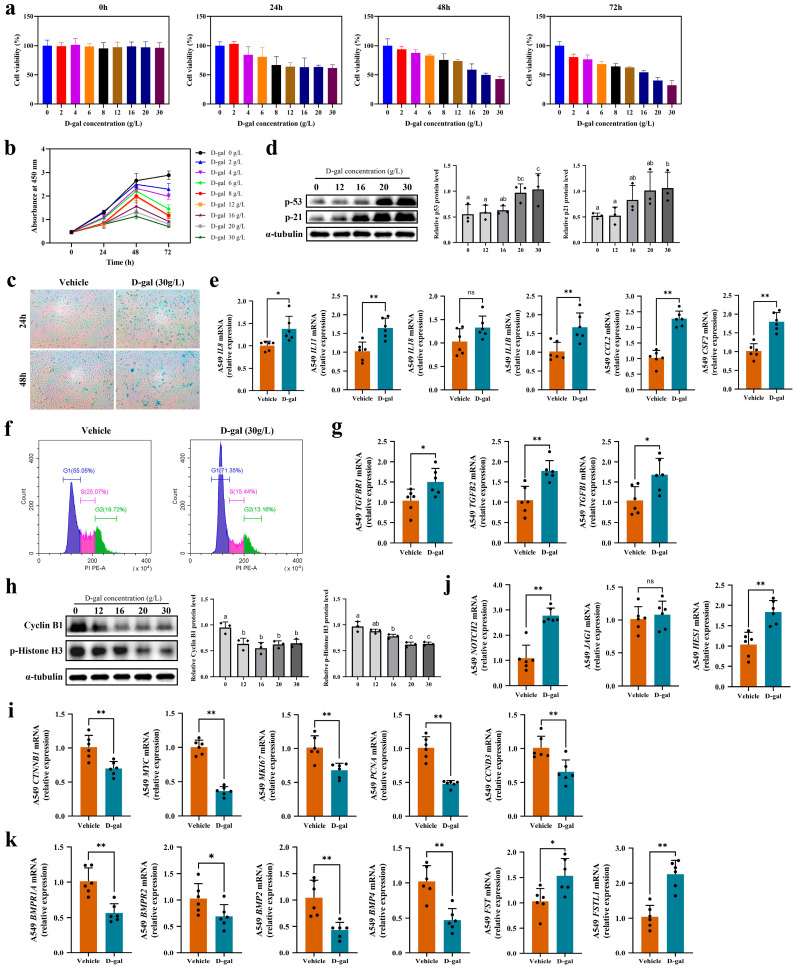
Reduced proliferation and differentiation capacities of D-gal-induced senescent A549 cells. (**a**,**b**) Cell viability of A549 cells decreased following treatment with D-gal; (**c**) β-galactosidase staining reveals cellular senescence levels in D-gal-stimulated A549 cells (n = 3); (**d**) Western blot analysis of senescence-associated proteins in A549 cells treated with D-gal for 48 h (n = 3), normalized to α-Tubulin loading control. Significant group differences were indicated by lowercase letters (*p* < 0.05); (**e**) the expression levels of inflammatory factors in A549 cells induced with 30 g/L D-gal for 48 h (n = 6); (**f**) flow cytometry analysis of cell cycle in A549 cells treated with 30 g/L D-gal for 48 h (n = 3); (**g**) mRNA levels of TGF-β pathway-related genes in A549 cells treated with 30 g/L D-gal for 48 h (n = 6); (**h**) Western blot analysis of cell cycle-associated proteins in A549 cells treated with D-gal for 48 h (n = 3), normalized to α-Tubulin loading control. Significant group differences were indicated by lowercase letters (*p* < 0.05); gene expression levels associated with proliferation (**i**) and differentiation (**j**,**k**) in A549 cells treated with 30 g/L D-gal for 48 h (n = 6); (**j**) mRNA expression levels of Notch-pathway-related genes; (**k**) mRNA expression levels of BMP-pathway-related genes. Each group consisted of six biological replicates and three technical replicates in RT-qPCR experiments. Results are presented as mean ± SD values. * *p* < 0.05; ** *p* < 0.01.

## Data Availability

The data presented in this study are available in the article and Supplementary Materials. The transcriptomics data underlying this article can be accessed through the GEO database at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi with the accession number GSE253790, URL (accessed on 19 January 2024). For any further inquiries, please direct your questions to the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms25063476/s1.

# Supplementary material for: Age-Dependent Inflammatory Microenvironment Mediates Alveolar Regeneration
**Source:** Int J Mol Sci. 2024 Mar 20;25(6):3476. doi: 10.3390/ijms25063476
**Supplement:** Supplementary file 1

Supplementary Materials

Table S1. Antibody information for immunofluorescence staining experiment.

Antibodies	Source	Identifier	Host
Anti-Prosurfactant protein C/Prospc antibody	abcam	ab90716	Rabbit
Aquaporin 5/Aqp5 antibody	Santa Cruz Biotechnology	sc-514022	Mouse
Recombinant Anti-Ki67 antibody	abcam	ab279653	Mouse
Alexa Fluor 488-labeled Goat Anti-Mouse IgG(H+L)	abcam	A0428	-
Alexa Fluor 647-labeled Goat Anti-Rabbit IgG(H+L)	abcam	A0468	-

Table S2. Primer sequences for mouse-specific genes used in our experiment.

Gene	Forward Primer (5' to 3')	Reverse Primer (5' to 3')
<i>Gapdh</i>	TGGCCTTCCGTGTTCTAC	GAGTTGCTGTTGAAGTCGA
<i>Aqp5</i>	AGAAGGAGGTGTGTTTCAGTTGC	TAATGGCCGGATTGATGTGGC
<i>Hopx</i>	ATACTGTCCCTCGGAGTGT	GTGCGCTCTGACTAAGGAT
<i>Pdpm</i>	GTTTTGGGGAGCGTTTGGTTC	CATTAAGCCCTCCAGTAGCAC
<i>Igfbp2</i>	CAGACGCTACGCTGCTATCC	CCCTCAGAGTGGTCGTCATCA
<i>Sftpb</i>	TGAACAGGCTATGCCACAGG	GACCGCGTTCTCAGAGGTG
<i>Sftpc</i>	CATGGGCCTCCACATGAGTC	GCTTATAGGCCGTCAGGAGC
<i>Sftpd</i>	ACGTGGACTAAGTGGACCTCC	CCTTTTGCCCTGTAGATCCTT

Table S3. Primer sequences for human-specific genes used in our experiment.

Gene	Forward Primer (5' to 3')	Reverse Primer (5' to 3')
<i>GAPDH</i>	GGAGCGAGATCCCTCCAAAAT	GGCTGTTGTCATACTTCTCATGG
<i>CTNNB1</i>	CATCTACACAGTTTGTATGCTGCT	GCAGTTTTGTTCAGTTCAGGGA
<i>MYC</i>	TTCATAACGCGCTCTCCAAGTA	TCAAGAGTCCCAGGGAGAGT
<i>MKI67</i>	ACGCCTGGTTACTATCAAAAGG	CAGACCCATTTACTTGTGTTGGA
<i>PCNA</i>	GCCTGACAAATGCTTGCTGAC	TTGATGAGGTCCTTGAGTGCC
<i>CCND3</i>	CCGAAACTTGGCTGAGCAGA	GTGTTTACAAAGTCCGCGCC
<i>NOTCH2</i>	GGTGGATACAGATGCGAGTGT	CTTAAGACAATGCCCTGGATGG
<i>JAG1</i>	TCACGGGAAGTGCAAGAGTC	GTTTCACAGTAGGCCCCCTC
<i>HES1</i>	AAGAAAGATAGCTCGCGCA	CCTCGGTATTAACGCCCTCG
<i>TGFBR1</i>	ACGGCGTTACAGTGTTTCTG	GCACATACAAACGGCCTATCTC
<i>TGFBR2</i>	GTGCTCTGTGGGTACCTTGA	GCGCTGGGTTGGAGATGTTA
<i>TGFBI</i>	AGGCCTTCGAGAAGATCCCT	GAGATGATCGCCTTCCCGTT
<i>BMPRI1A</i>	CCTGTTGTCATAGGTCCGTTTT	ATCCTGTTCCAAATCACGATTGT
<i>BMPRI2</i>	CACTCAGTCCACCTCATTCATT	TTGTTTACGGTCTCCTGTCAAC
<i>BMP2</i>	TCCTAAGGAGGACGACAGCA	TGGGGTGCAGCAAGTTATTCT

<i>BMP4</i>	CTAGGTGAGTGTGGCATCCG	ACGACCATCAGCATTCCGGTT
<i>FST</i>	GTGTATCAAAGCAAAGTCCTGTGAA	GCTCAGGTTTTACGGGCAGA
<i>FSTL1</i>	ACCCACCTGTCTCTGCATTG	AGCTCATCACGGTTGGACTG
<i>IL8</i>	TCTGCAGCTCTGTGTGAAGG	TTCTCAGCCCTCTTCAAAAAC TTC
<i>IL11</i>	CATGAACTGTGTTTGCCGCC	GGAATCCAGGTTGTGGTCCC
<i>IL18</i>	ATCGCTTCCTCTCGCAACAA	GAGGCCGATTTCCCTGGTCA
<i>IL1B</i>	AGCTACGAATCTCCGACCAC	CGTTATCCCATGTGTGCGAAGAA
<i>CCL2</i>	CCTTCATTCCCCAAGGGCTC	GGTTTGCTTGTCCAGGTGGT
<i>CSF2</i>	GAGACACTGCTGCTGAGATGA	AGGGCAGTGCTGCTTGTAG

Table S4. Antibody information for Western blot analysis in our experiment.

Antibodies	Source	Identifier	Host	Dilution
Recombinant anti-alpha tubulin antibody	abcam	ab52866	Rabbit	1:2500
SFTPC antibody	GeneTex	GTX134340	Rabbit	1:1000
Anti-Aquaporin 5 (Aqp5) antibody	abcam	ab78486	Rabbit	1:10000
Anti-HOPX antibody	abcam	ab195974	Rabbit	1:1000
Recombinant anti-RAGE antibody	abcam	ab181293	Rabbit	1:5000
P53 Monoclonal antibody	proteintech	60283-2-Ig	Mouse	1:7000
P21 Polyclonal antibody	proteintech	27296-1-AP	Rabbit	1:600
Recombinant anti-Cyclin B1 antibody	abcam	ab181593	Rabbit	1:2000
Recombinant anti-Histone H3 (phospho S10) antibody	abcam	ab267372	Rabbit	1:1000
HRP-labeled Goat Anti-Rabbit IgG(H+L)	Beyotime	A0208	-	1:1000
HRP-labeled Goat Anti-Mouse IgG(H+L)	Beyotime	A0216	-	1:1000

How the deposited data were processed for this re-analysis (not part of the article)

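RNA was sequenced from AT2 cells that had been sorted from mouse lungs as CD45- CD31- CD326+ MHCII+ cells, at 3 m and at 24 m, in 6 libraries, 3 biological replicates per age, each from a pool of several mice. The deposited counts were made by the authors from paired-end reads, and the submitters' processing notes name HISAT2, featureCounts, DESeq2 and the build GRCm39, with no versions and without the annotation release, the strand setting or the handling of reads that map to several genes. The counts are whole numbers with no normalization. The FPKM values of the same deposited table were computed by the authors per kilobase of gene and per counted fragments, from lengths that are not stated, and were not used. The methods of the paper give significance levels of 0.05 and 0.01 and tests of group means for the whole study, and name no normalization and no test for the RNA-seq counts.

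The counts were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Of 24224 genes in the table, edgeR's filterByExpr kept 14899 and left out 9325. Libraries were scaled by TMM, and the ages were compared with edgeR's quasi-likelihood test, with no block, since the study describes biological replicates from pooled mice and no pairing. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change above 1 in size, the lines drawn in Figure 3c. CPM values are counts scaled to the TMM-normalized library total, and log2 CPM had a prior count of 1. Principal components were taken on centred log2 CPM of the genes kept. Gene lists, 52 in all, of which 18 hold cell type markers, 21 pathway genes, 4 technical markers and 9 genes chosen by the study, were tested with limma's camera at a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over the 40 lists that the study did not choose and that had enough tested genes. Some of the 40 also hold genes that the study names from these libraries and are not independent of its choice. Among them are the lists of Wnt, TGF-β, Notch and BMP signaling, the cell cycle, mucosal defense, plasma cells, MHC class I and heat shock. The table carries no annotation of functional terms, so the fixed lists stood for the terms of Figure 3d,e, and Fisher's exact test compared called genes with the genes that could have been called. Correlations were Pearson's r of log2(CPM + 1) over the 6 libraries between 48 genes that the study names and 34 cytokines, chemokines and receptors, a fixed list used because the text of the study names only a few of its factors, and pairs were counted at the limits of Figure 4, r above 0.8 in size and p under 0.05. With age means removed or a library left out, fewer degrees of freedom were left. The limit on p then asked for a larger r, so those counts are not at an equal limit.

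The genes named in the text are those that the study names or labels in Figure 3c, the 10 largest increases and the 10 largest decreases past the threshold with a mean of at least 1 CPM and ages that did not overlap (0 and 0 found), up to 4 members with the smallest adjusted p of each list described, and the markers of the sort and of the RT-qPCR. A few members outside this rule were named after their values were seen, among them *Lyz1*. The depth was 28827930 to 32394985 counts per library. A floor of 3 counts over an age corresponds to 0.0338 CPM at 3 m and 0.0322 CPM at 24 m, and folds against an age with no count are given as lower bounds at that floor. Ratios of genes with 1 to 3 counts have 95% counting intervals, which are taken on the counts pooled over each age and leave out the spread between libraries.

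The tests were tried on simulated counts of 14899 genes with 200 changed genes. At a fold of 4 and of 16, edgeR recovered 72% and 93% of the changed genes with 10 unchanged genes called, DESeq2 75% and 93% with 56, and limma-voom 63% and 87% with 5. In the simulation each gene had the same mean in every library of an age and a dispersion taken from the trend over genes. No simulated library was set apart as replicate 2 at 3 m was. The shares recovered are therefore not the power of the tests on the real libraries. The alternatives were DESeq2, limma-voom, other size factors, no filter and a stricter filter on low counts, other thresholds, replicate number as a block, each library left out in turn, other genes and transformations for the principal components, an estimated correlation and fry for the lists, and other values, factors and pseudocounts for the correlations. A DESeq2 run without replicate 2 at 3 m, a correction for GC content and a variance-stabilizing transformation were added after the data had been seen. GC content and length of transcripts came from the GENCODE vM21 annotation on GRCm38, matched by gene identifier, since the authors' build was not at hand, and no coordinates are given. No library was left out of the main tests.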

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

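In this part the tests of library size, of leukocytes among the sorted cells and of stress that differed between single libraries were chosen only after the result was seen. The groups below are fixed lists of genes that the paper does not discuss as groups and that were higher at 24 m, given by the median log2 fold change of their tested genes, with genes that had no count at 3 m set to their lower bound. Their calls come from camera at its preset correlation, and none holds with an estimated correlation.

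Of the genes of fixed leukocyte lists, 34 were picked for a mean under 1 CPM at 3 m and of at least 1 CPM at 24 m, among them *Ptprc*, which encodes CD45, at 3.44, 9.59 and 2.38 CPM, *Igkc* at 38.1, 82.3 and 11.3 CPM, *Ighm* at 7.63, 13.5 and 2.23 CPM and *S100a9* at 1.79, 13.1 and 1.67 CPM in the 24 m libraries, and the study named 3 of the 34 from these libraries. The tested genes of the whole lists had medians of 3.66 for 9 general leukocyte genes, 3.15 for 6 B cell genes (camera adjusted p = 1.43e-05, and adjusted p = 0.25 with an estimated correlation), 1.40 for 6 macrophage genes (camera adjusted p = 0.0261, and 0.0600 without replicate 1 at 24 m) and 3.97 for 8 genes of neutrophils and monocytes, while the summed means of all their genes at 3 m and 24 m were, in the same order, 311 and 371 CPM, 16.0 and 35.5 CPM, 13.5 and 56.7 CPM and 1030 and 1071 CPM. The totals argue against library size as the cause, since the counts of the 24 m libraries together were 0.991 times those at 3 m, and leukocytes that passed the CD45- gate in different shares cannot be told apart from other sources, since the 26 of the 34 genes (76.5%, 95% binomial interval 58.8% to 89.3%) that were highest in replicate 2 at 24 m stand beside 74.7% of 257 other genes that DESeq2 called higher and 57.3% of 1037 other genes picked by the same limits. For the 17 MHC class I genes with ages apart, which leukocytes also express, the tables argue against such cells as the whole cause: the excess over the 3 m mean differed between the 24 m libraries by a median ratio of 1.88 (quartiles 1.69 and 2.05), below the lower quartile of 7.04 for 31 leukocyte genes (median 12.0). The choice of genes weighs on these ratios, since ages apart keep out low 24 m values of class I genes and some leukocyte genes were near 0 in replicate 3 at 24 m. The summed CPM of the 34 leukocyte genes, which genes near 0 hardly affect, was 183, 389 and 59.8 in the 24 m libraries, where the mean log2 CPM of the class I genes was 5.80, 6.02 and 5.51. For class II, which B cells and macrophages express strongly, such cells stay open and were not tested. An effect of age on AT2 cells themselves, or on the number of leukocytes in the lung, stays open and was not tested.

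Immediate early and heat shock transcripts, which dissociation of tissue also induces, were higher at 24 m, with a median of 1.58 over 24 genes and with *Fos* at 805 ± 701 CPM at 3 m and 2417 ± 537 CPM at 24 m and *Atf3* at 124 ± 114 CPM at 3 m and 879 ± 472 CPM at 24 m (SD, n = 3 libraries). Stress that differed between single libraries cannot be told apart from other causes, since with replicate 2 at 3 m set aside the spread within ages of the mean log2 CPM of the list was 0.440, at percentile 55.2 of 29 other fixed lists of at least 10 tested genes (0.0542 to 0.788). Some of these lists share genes with it, as IL-17 signaling does, or hold genes of low counts, which vary more, so the percentile decides little. A first comparison, with random lists of genes, put its spread above theirs. It was replaced after its result was seen, since members of a fixed list move together. The difference between the ages without replicate 2 at 3 m was 1.32 on the log2 scale. No table separates handling of the tissue from an effect of age, which stays open as untested.

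Among 13 genes of the transitional state between AT2 and AT1 cells the median was 0.85 (camera adjusted p = 0.0271, and adjusted p = 0.415 with an estimated correlation), with 2 genes called by DESeq2, *Hbegf* and *Areg*, and the list did not pass with replicate number as a block or without replicate 3 at 3 m, replicate 1 at 24 m or replicate 2 at 24 m (camera adjusted p = 0.0762, 0.110, 0.101 and 0.0806). Among 13 genes of airway secretory cells it was 3.19, with 8 called by DESeq2. For 12 genes of ciliated cells it was 1.41 (camera adjusted p = 0.0153, and adjusted p = 0.415 with an estimated correlation), with 0 called by edgeR or DESeq2, and the list did not pass without replicate 2 or 3 at 3 m or replicate 2 at 24 m (camera adjusted p = 0.0501, 0.0690 and 0.146). For 8 endothelial genes it was 2.32, with 3 called by DESeq2. The 6 genes of the sort markers had a median of 0.87 (camera adjusted p = 0.00590, and adjusted p = 0.282 with an estimated correlation), of which *Ptprc* alone passed over the list, and the list did not pass without replicate 3 at 3 m (camera adjusted p = 0.0671).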

How the results depend on the processing

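The tests, settings, gene lists and rule for named genes were set before the data were examined, except where a setting is said to have been chosen after seeing the data. The number of genes called between the ages depends on the tool, the filter and single libraries. Against 0 higher and 0 lower genes with edgeR (873 at an unadjusted p under 0.05), DESeq2 called 286 higher and 28 lower, and edgeR with no filter on low counts called 179 higher and 28 lower, where the prior degrees of freedom of its variance rose from 4.45 to 52.6 and the cause was not tested further. Leaving out each library gave 0 to 82 higher and 0 to 3 lower genes, with 82 and 3 without replicate 2 at 3 m, 1 higher without replicate 3 at 24 m and 0 without each of the others. DESeq2 without replicate 2 at 3 m, chosen after seeing the data, called 441 higher and 18 lower. With limma-voom, RLE size factors, library size only, a stricter filter, replicate number as a block (480 genes at an unadjusted p under 0.05), no limit on the fold, an adjusted p under 0.01 and a GC offset, the last chosen after seeing the data, 0 genes were called in either direction. The replicate numbers showed no pairing of the libraries: the deviations from the age means of libraries with the same number had r of 0.0103, -0.0417 and -0.0766 across genes, and those with unlike numbers had r from -0.0286 to 0.0689. Replicate 2 at 3 m weighs heavily in the 3 m deviations, so a weak pairing could be hidden.

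The share of variance on PC1 and PC2, 77.9% over all genes tested, was 90.0% on the 500 most variable genes and 98.1% on untransformed CPM, where the most abundant genes weigh most, 68.1% to 82.1% when a library was left out (68.1% without replicate 2 at 3 m), and 72.6% to 82.9% under the other settings. Of 40 lists, 23 were higher and 1 lower at 24 m. With an estimated correlation 0 were higher and 0 lower, and fry called 18 higher and 0 lower. With library size only 23 were higher and 0 lower, with the replicate block 21 and 0, and with a library left out 20 to 24 and 1 to 2 (2 without replicate 3 at 24 m). Of the 24 called lists, 18 kept the call with library size only, the block and each library left out, and the other 6 were those of AT2 markers, the transitional state, ciliated cells, macrophages, sort markers and Notch signaling. The lists that stand for functional terms numbered 0 among the genes called by edgeR, 21 among those called by DESeq2, and 0 to 8 with a library left out (8 without replicate 2 at 3 m and 1 without replicate 3 at 24 m), which follows from the number of called genes. Correlated pairs numbered 335, 539 with every factor that had a count, where more factors were tested, 142 with age means removed, and 204 to 303 with a library left out, chosen after seeing the data (204 without replicate 2 at 3 m). With age means removed or a library left out, p under 0.05 asked for a larger r. By sign and r above 0.8 in size alone, 197 of the 335 were kept with age means removed and 194 without replicate 2 at 3 m. The other settings gave 250 to 389 pairs. For the changes with no cause named here, the cause was not tested.

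Of 135 named genes tested by edgeR, 121 kept the sign of their fold change under every setting and 14 changed it, 11 of these with some library left out, and 0 changed sign with a call on either side. DESeq2 called 68 of the named genes, and edgeR called 36 without replicate 2 at 3 m. Chance could be tested only by the 10 splits of the 6 libraries into 3 and 3, too few for a share under 0.05. The count of called genes was 0 with edgeR for the ages and at most 0 for the other splits, in both directions, in all 10 splits. DESeq2 called 314 genes for the ages and at most 11 for the other splits (1 of 10 as large, the real one). A split and its mirror are one, so for the other splits the direction with more calls was counted. Higher lists numbered 23 against at most 14 (1 of 10 as large, the real one), and lower lists 1 against at most 14 (9 of 10 as large). The 14 came from replicate 1 at 3 m with replicates 1 and 2 at 24 m against the rest. Depth limits the genes near 0 at 3 m: of the 286 genes that DESeq2 called higher, 139 had no count in any 3 m library, so that their folds are lower bounds, and 188 had a mean under 10 CPM at 24 m.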

Differences from the paper's values

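The paper gives 259 genes higher at 24 m, and edgeR called 0. For genes lower at 24 m the paper gives 19, and edgeR called 0. Both counts used the lines of Figure 3c, since the text states no threshold for this comparison, and edgeR had 873 genes at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2 (286 higher and 28 lower) and edgeR with no filter on low counts (179 and 28) came within 1.5 times of the paper's counts in both directions. The others did not: limma-voom, RLE size factors, library size only, a stricter filter, the replicate block, no limit on the fold and an adjusted p under 0.01 gave 0 and 0, and leaving out each library gave 0 to 82 higher and 0 to 3 lower. DESeq2 without replicate 2 at 3 m, chosen after seeing the values, gave 441 higher and 18 lower, the second within 1.5 times of the paper's count, and did not call 2 of the 17 genes labelled in Figure 3c, *Tspan7* and *Gm44130*.

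The genes that the paper labels in Figure 3c, which edgeR did not call over all genes, were called in the paper's direction by DESeq2, all 17 of them, 14 by edgeR with no filter, 12 by edgeR without replicate 2 at 3 m and, for *Pigr*, by edgeR without replicate 3 at 24 m. The paper reports a phagosome pathway among the higher genes, and the list of phagosome genes did not pass as a whole (camera adjusted p = 0.105), while it was enriched among the genes that DESeq2 called higher (adjusted p = 1.13e-09, Fisher's exact test, which takes genes as independent).

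For Wnt genes the paper states negative correlations with inflammatory factors. Over its 8 genes 15 positive and 25 negative pairs passed the limits, on the paper's side, and r was below 0 for 138 pairs and above 0 for 134. On the paper's side were *Ctnnb1*, *Prkx*, *Fzd7* and *Wnt3a*, with r below 0 for 24, 22, 21 and 20 of 34 factors, while r was above 0 with 23 factors for *Axin2*, 21 for *Porcn*, 20 for *Tcf7* and 21 for *Tcf25*. Without replicate 2 at 3 m, r was below 0 with 28 factors for *Prkx*, 26 for *Tcf7*, 25 for *Fzd7*, 24 for *Ctnnb1* and 17 for *Wnt3a*, and above 0 with 25 for *Axin2*, 26 for *Porcn* and 23 for *Tcf25*. For TGF-β genes it states positive correlations. Over its 9 genes 59 positive and 33 negative pairs passed, on the paper's side, while r was above 0 with only 11 factors for *Tgfbr1* and 11 for *Tgfbr3*, and 12 for *Nfib* and 12 for *Itgav*. For NOTCH genes, stated as positive, 56 positive and 10 negative pairs passed.

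The paper states that *Cdk4*, *Cdk6* and *Ccnd3* were negatively related to the factors. *Cdk6* had that direction, with r below 0 for 25 of 34, while *Cdk4* had 18 above 0 and 16 below, and *Ccnd3* 20 above and 14 below. The ages of *Cdk6* did not overlap, so its r also carries the difference between the ages. With age means removed 6 of its pairs passed, against 1 positive and 14 negative before. Without replicate 2 at 3 m, r was below 0 with 23 factors for *Cdk4*, 25 for *Ccnd3*, with 8 negative pairs past the limits, and 26 for *Cdk6*. Spindle genes are stated as negative and as lower: *Bub1* and *Prc1* had r below 0 with 23 and 22 factors, but *Knstrn* with 11, *Nusap1* with 12 and *Mad2l1* with 17 (without replicate 2 at 3 m 24, 12, 9, 13 and 25 in that order), and between the ages *Prc1*, *Knstrn* and *Nusap1* were fitted above 0 (log2 fold change 0.048, 1.29 and 1.02), *Bub1* and *Mad2l1* below 0 (-0.94 and -0.058), and none passed. For *Lockd*, stated as positive, r was above 0 with 8 factors and below 0 with 26, on very few counts. These counts use a fixed list of 34 factors, which is not the paper's list, and the colours of Figure 4 were not read as numbers.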

Other observations

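In this part the tests of library size, of a wrong age label and of GC content and transcript length as the whole cause were chosen only after the result was seen. Genes of the transitional state that AT2 cells pass through on the way to AT1 cells had higher means at 24 m in part. *Hbegf*, a ligand of the epidermal growth factor receptor, was at 18.4 ± 9.29 CPM at 3 m and 93.2 ± 47.1 CPM at 24 m (SD, n = 3 libraries) and was called higher by DESeq2 (adjusted p = 0.00257) and not by edgeR (adjusted p = 0.407). *Krt8*, a keratin of that state, was at 260.0 ± 70.8 CPM at 3 m and 501 ± 128 CPM at 24 m, and *Cdkn1a*, which encodes the cell cycle inhibitor p21, at 57.6 ± 4.02 CPM at 3 m and 104 ± 46.0 CPM at 24 m, and neither passed in either tool. Among AT1 markers, *Vegfa* was at 135 ± 36.6 CPM at 3 m and 245 ± 16.9 CPM at 24 m and passed in neither tool, and the list of 14 genes had a median log2 fold change of 0.36 and did not pass (camera adjusted p = 0.101), though it did without replicate 2 at 3 m (camera adjusted p = 0.0305).

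The paper reports declines with age by RT-qPCR in lung for *Aqp5*, *Hopx*, *Pdpn*, *Igfbp2*, *Sftpb*, *Sftpc* and *Sftpd*, and in the sorted AT2 libraries, a different sample, 5 of these 7 genes were fitted above 0 and 2 below, and 0 passed in edgeR or DESeq2. *Pdpn* was at 1.09 ± 0.261 CPM at 3 m and 4.54 ± 3.61 CPM at 24 m, *Aqp5* at 418 ± 185 CPM at 3 m and 530.1 ± 75.6 CPM at 24 m, *Hopx* at 8.01 ± 1.15 CPM at 3 m and 10.5 ± 2.63 CPM at 24 m and *Igfbp2* at 1.81 ± 0.987 CPM at 3 m and 2.11 ± 0.624 CPM at 24 m. Of the airway genes, *Tff2*, a trefoil peptide of mucus, had no count at 3 m and was at least 116-fold higher at 24 m, and *Reg3g*, an antibacterial lectin, was at 0.285 ± 0.493 CPM at 3 m and 28.2 ± 20.6 CPM at 24 m. *Foxj1*, the regulator of motile cilia, was at 3.53 ± 3.12 CPM at 3 m and 18.5 ± 11.5 CPM at 24 m and passed in neither tool. Lists of YAP and TEAD targets, of lipid synthesis, of the respiratory chain, of the unfolded protein response and of oxidative stress did not pass (camera adjusted p = 0.299, 0.361, 0.824, 0.955 and 0.633).

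Replicate 2 at 3 m stood apart from the other libraries, and its total of 30383499 counts, within the range of the others, argues against library size. A wrong age label was weighed with 41 genes that edgeR called without this library and that had at least 5 CPM in the other 3 m libraries: with log2(CPM + 1) set to 0 at the mean of those libraries and to 1 at the mean of the 24 m libraries, the median place of this library was -0.327 (quartiles -0.799 and 0.0639), and 36 of the 41 lay under 0.5. Of all genes so called, 82 were higher and 3 lower at 24 m, and this library had a count of 0 for 693 genes with at least 20 counts in each of the others. A loss of transcripts could also put this library near or below 0, so the test cannot decide on the label. A smooth trend with GC content or with transcript length, each alone, is argued against as the whole cause, since with the GC trend of each library taken out (rho 0.0253 left) its distance to the nearest library, the root mean square difference of log2 CPM, was 2.30, with the length trend taken out 2.34 and with neither 2.43, each above the highest distance among the others, 1.64, 1.63 and 1.64. This step takes out a mean trend only. It cannot decide on a loss of single genes that depends on GC content or length, and both were not taken out together. A trend with the GC content of transcripts is a candidate explanation for part of it: across genes its difference from the other 3 m libraries had a Spearman's rho of -0.462 with GC content, larger in size than the 0.350 and 0.387 of the other 3 m libraries, whose age mates include it, and the 0.0877, 0.125 and -0.229 of the 24 m libraries, and it was -0.431 given transcript length, while a part for length cannot be told apart from none (rho 0.291, and 0.228 given GC content, where replicate 1 at 3 m had -0.378). For the correlated pairs, neither this library nor the difference between the ages can be told apart as the source, since 57.9% of the pairs kept their sign and limit on r without it (78.5% to 100% without each of the others) and 58.8% with age means removed, both between the 50% and 80% set as bounds. A biological difference of the pooled mice of that replicate stays open and was not tested.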
